# Comparative analysis of root transcriptomes from two contrasting drought-responsive Williams 82 and DT2008 soybean cultivars under normal and dehydration conditions

**DOI:** 10.3389/fpls.2015.00551

**Published:** 2015-08-07

**Authors:** Chien Van Ha, Yasuko Watanabe, Uyen Thi Tran, Dung Tien Le, Maho Tanaka, Kien Huu Nguyen, Motoaki Seki, Dong Van Nguyen, Lam-Son Phan Tran

**Keywords:** soybean, dehydration, root microarray, differential expression, differential drought tolerability

## Abstract

The economically important DT2008 and the model Williams 82 (W82) soybean cultivars were reported to have differential drought-tolerant degree to dehydration and drought, which was associated with root trait. Here, we used 66K Affymetrix Soybean Array GeneChip to compare the root transcriptomes of DT2008 and W82 seedlings under normal, as well as mild (2 h treatment) and severe (10 h treatment) dehydration conditions. Out of the 38172 soybean genes annotated with high confidence, 822 (2.15%) and 632 (1.66%) genes showed altered expression by dehydration in W82 and DT2008 roots, respectively, suggesting that a larger machinery is required to be activated in the drought-sensitive W82 cultivar to cope with the stress. We also observed that long-term dehydration period induced expression change of more genes in soybean roots than the short-term one, independently of the genotypes. Furthermore, our data suggest that the higher drought tolerability of DT2008 might be attributed to the higher number of genes induced in DT2008 roots than in W82 roots by early dehydration, and to the expression changes of more genes triggered by short-term dehydration than those by prolonged dehydration in DT2008 roots vs. W82 roots. Differentially expressed genes (DEGs) that could be predicted to have a known function were further analyzed to gain a basic understanding on how soybean plants respond to dehydration for their survival. The higher drought tolerability of DT2008 vs. W82 might be attributed to differential expression in genes encoding osmoprotectant biosynthesis-, detoxification- or cell wall-related proteins, kinases, transcription factors and phosphatase 2C proteins. This research allowed us to identify genetic components that contribute to the improved drought tolerance of DT2008, as well as provide a useful genetic resource for in-depth functional analyses that ultimately leads to development of soybean cultivars with improved tolerance to drought.

## Introduction

Soybean (*Glycine max* L.) has been regarded as one of the major legume crops worldwide with multibillion dollars in value. Its seed product provides a substantial source of vegetable protein and oil, micronutrients and minerals for animal feed and human consumption (Tran and Nguyen, 2009; Choudhary and Tran, 2011). In the last several years, soybean has also shown its increasing importance in industry by supplying materials for production of biodiesel, plastics, lubricants, and hydraulic fluids (Hsien, 2015). Unfortunately, like many other crops, soybean's growth and development, and thus its productivity, are severely affected by various environmental stresses, especially drought that can cause yield loss by approximately 11–50% in various countries, including Vietnam (Vinh et al., 2010; Sadeghipour and Abbasi, 2012; Ferreira Neto et al., 2013; Ku et al., 2013). Thus, in recent years, scientific community has paid a great attention to research toward understanding of mechanisms underlying soybean responses to drought, ultimately leading to development of improved drought-tolerant soybean cultivars (Tran and Mochida, 2010; Thao and Tran, 2012; Hossain et al., 2013; Deshmukh et al., 2014).

In general, to cope with drought, a number of adaptive mechanisms are activated in plants, including soybean, through various signal transduction pathways which lead to the activation of various molecular, biochemical, and physiological responses (Hadiarto and Tran, 2011; Ha et al., 2012; Hossain et al., 2013; Deshmukh et al., 2014; Karan and Subudhi, 2014; Khan et al., 2014). Studies of the mechanisms regulating these adaptive responses, as well as identification of genes involved in these mechanisms have become a great interest of the research community. Recent advances in omics technologies, especially transcriptomics, have enabled us to identify genes, gene families and pathways associated with plant responses to stresses in a systematic manner (Ma et al., 2012; Jogaiah et al., 2013; Deshmukh et al., 2014). Taking advantage of the available soybean genomic sequences and recent progress in microarray technologies (Schmutz et al., 2010; Mochida and Shinozaki, 2011), the 66K Affymetrix soybean array platform has been designed by a US consortium, which allows us to study the expression of all the putatively annotated genes in soybean at different developmental stages, under normal, abiotic, and biotic stress conditions in a relatively reliable manner (Valdes-Lopez et al., 2011; Le et al., 2012b; Wan et al., 2015).

Root development and plasticity have been identified as a key trait in plant adaptation to drought as they determine plant access to soil water. For instance, longer primary root and/or larger xylem diameters in deep roots and/or larger lateral root system are desirable root traits which help plants adapt better to drought by acquiring water from lower soil layers or foraging subsoil surface moisture (Manavalan et al., 2009; Comas et al., 2013). Thus, identification of quantitative trait loci and genes involved in determination of root traits has been regarded as an important task of research community that has interest in elucidation of molecular mechanisms regulating plant responses to drought (Manavalan et al., 2009; Comas et al., 2013; Thao et al., 2013; Satbhai et al., 2015).

In this report, we used the 66K Affymetrix soybean GeneChip to study (i) the transcriptome-wide changes in soybean dehydrated roots vs. non-dehydrated roots and (ii) analyze the genome-wide differential gene expression in the root tissues of Williams 82 (W82) and DT2008, which have differential dehydration/drought-responsive phenotype (Ha et al., 2013), under normal and dehydration conditions. W82 is a model cultivar whose genome was sequenced several years ago (Schmutz et al., 2010), while DT2008 is an economically important cultivar grown in many regions of Vietnam (Vinh et al., 2010). DT2008 was reported to display stronger tolerance to drought than W82 in a comparative analysis, which might be associated with a better root trait (Ha et al., 2013). The results of this study will enable us to identify dehydration-responsive genes in soybean roots and understand the genetic network underlying the differential drought tolerability of W82 and DT2008, as well as provide us with a list of promising candidate genes that hold potential application in development of improved drought-tolerant transgenic soybean varieties through genetic engineering.

## Results

### Microarray analysis of W82 and DT2008 root transcriptomes under normal and dehydration conditions

In our experimental design, root transcriptomes of drought-sensitive W82 and drought-tolerant DT2008 were compared at 0 (unstressed), 2 (early stress), and 10 h (late stress) of dehydration (Figure 1A) by microarray analysis using the 66 K soybean GeneChip (Supplementary Table S1). 

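Roots were harvested from 14-day-old plants of both cultivars before dehydration (W-C and DT-C) and after 2 h (W-D2 and DT-D2) or 10 h (W-D10 and DT-D10) of it, with 3 biological repeats per group. The values analysed were the log2 intensities of 66195 probes on the 18 arrays after RMA, each relative to the median of that probe over all arrays. A group mean of such values tells how a transcript stood among the groups and not how abundant it was. limma was fitted to the 18 arrays with 1 mean per group. A probe was counted as upregulated or downregulated at a change of at least 2-fold and a Benjamini-Hochberg adjusted p under 0.05, the study's thresholds. Errors of changes are the standard errors (SE) of that fit, and errors of group means are SD over 3 arrays. Arrays of W-C correlated with each other at 0.671 to 0.721 over the centred probes, and those of W-D10 at 0.369 to 0.591. Of all probes, 5833 could be paired with exactly 1 gene, through the tables of the study, which pair 2975 probes, or through the gene symbols of the array, which name 3055. The genes named therefore come largely from those the study had selected on these arrays, and Arabidopsis names in brackets are the best matches its tables give. Roots of plants kept watered for 2 or 10 h were not among the samples, so time since the first sampling and dehydration are not separated.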

The relative water content (RWC) of dehydrated plants was measured during dehydration treatment, and the values were 70.2 and 75.8% for W82 and DT2008, respectively, at 2 h, whereas the respective values at 10 h of dehydration were 18.1 and 40% (Figure 1B), indicating the mild and severe stress intensities. This experimental design thus allowed us to identify (i) dehydration-responsive genes in each cultivar in a time-course manner (W-D2/W-C and W-D10/W-C; DT-D2/DT-C and DT-D10/DT-C), as well as (ii) genes involved in regulatory network that regulates differential root trait (DT-C/W-C, DT-D2/W-D2, and DT-D10/W-D10), thereby potentially contributing to higher drought tolerance of DT2008 relative to W82.

**Figure 1:**
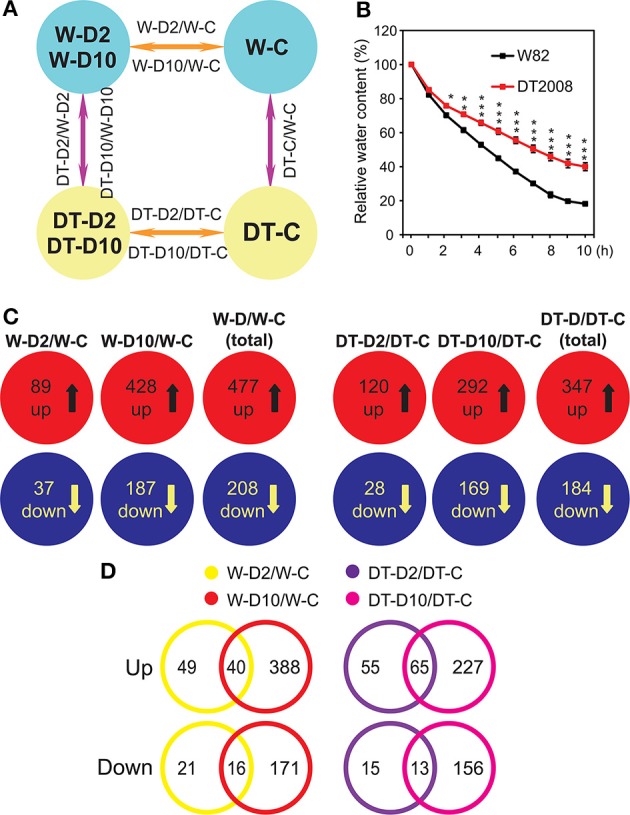
**Experimental design and summary of the results of the microarray analysis**. **(A)** Diagrams showing experimental design and comparisons. **(B)** Relative water content of W82 and DT2008 plants exposed to a dehydration treatment. Data represent the mean and SE (*n* = 5). Asterisks indicate significant differences as determined by a Student's *t*-test (^*^P < 0.05; ^**^P < 0.01 and ^***^P < 0.001). **(C)** Upregulated and downregulated genes identified in each comparison from 34097 genes that were assigned with a putative function. Data were obtained from the results of three independent microarray experiments of three biological repeats. **(D)** Effect of stress intensity on gene expression in roots of W82 and DT2008 as indicated by Venn analysis of differentially expressed gene sets identified in **(C)**. W-D2/W-C, W82-dehydrated-2 h vs. W82-well-watered control-0 h; W-D10/W-C, W82-dehydrated-10 h vs. W82-well-watered control-0 h; W-D/W-C represents W-D2/W-C and/or W-D10/W-C (W82-dehydrated-2 h and/or 10 h vs. W82-well-watered control-0 h); DT-D2/DT-C, DT2008-dehydrated-2 h vs. DT2008-well-watered control-0 h; DT-D10/DT-C, DT2008-dehydrated-10 h vs. DT2008-well-watered control-0 h; DT-D/DT-C represents DT-D2/DT-C and/or DT-D10/DT-C (DT2008-dehydrated-2 h and/or 10 h vs. DT2008-well-watered control-0 h).

Recently, the soybean genome sequence and its annotation have been substantially improved in the newest version Glyma v2.0 [Glyma.Wm82.a2.v1 (genome assembly 2 annotation version 1)] released by Phytozome 10.1 (http://phytozome.jgi.doe.gov/pz/portal.html). Using this latest Glyma v2.0 annotation, the 66K soybean GeneChip allowed us to study the expression of 38172 genes with high confidence. These genes were subjected to a search for differentially expressed genes (DEGs) using the criterion of two-fold expression change (*q* < 0.05) (Supplementary Table S2). We found that 105 and 526 genes were upregulated and 47 and 215 were downregulated in W82 roots treated with dehydration for 2 and 10 h, respectively (Supplementary Figure S1A, comparisons W-D2/W-C and W-D10/W-C; Supplementary Tables S3A–D), whereas 131 and 355 genes were upregulated and 34 and 199 were downregulated in 2 and 10 h-dehydrated DT2008 roots vs. control, respectively (Supplementary Figure S1A, comparisons DT-D2/DT-C and DT-D10/DT-C; Supplementary Tables S4A–D). 

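The transcriptome of both cultivars had changed within 2 h, and upregulated probes outnumbered downregulated ones in each of the 4 comparisons at the 2-fold threshold. In W-D2/W-C 1212 probes were upregulated and 585 downregulated, and in W-D10/W-C these numbers were 2307 and 1100. In DT-D2/DT-C 1911 probes were upregulated and 785 downregulated, against 1820 and 1134 in DT-D10/DT-C. Among the named genes with the largest increases in W-D2/W-C were Glyma.20G213800, an O-methyltransferase, with a log2 change of 3.94 (SE 0.19, adjusted p = 1.06e-09), Glyma.16G038000, the match of AT1G54410, with 3.71 (adjusted p = 7.78e-08), and Glyma.17G242100 (COR27) with 3.65 (adjusted p = 4.75e-09). The largest decreases of named genes were those of Glyma.01G131100 (ASP1, an aspartate aminotransferase), with -4.84 (SE 0.39, adjusted p = 2.35e-07), and of a probe with the array symbol SHOOT2, with -4.34 (adjusted p = 1.53e-07). In DT-D2/DT-C the increases of named genes were headed by Glyma.07G023000 (NDF1), at 4.67 (SE 0.33, adjusted p = 2.72e-08), Glyma.17G151700 (EXLB1), at 4.49 (adjusted p = 3.2e-08), and Glyma.03G241400, an NAD(P)-binding oxidoreductase, at 4.40 (adjusted p = 1.32e-09). Their decreases there were headed by Glyma.06G302900, a wound-responsive family protein matching AT4G10265, at -3.48 (adjusted p = 2.37e-08), which also fell in W-D2/W-C, with -4.20 (adjusted p = 4.75e-09). Cyclic loess normalization, fitted to values from which probe brightness had been removed, turned Glyma.20G213800 to -0.68 and Glyma.16G038000 to -0.10 in W-D2/W-C, and left 0.93 for Glyma.03G241400 in DT-D2/DT-C. It also moved the downregulated share of called probes from 32.6% to 43.6% in W-D2/W-C, from 29.1% to 42.7% in DT-D2/DT-C, from 32.3% to 39.1% in W-D10/W-C and from 38.4% to 47.6% in DT-D10/DT-C. With no fold threshold that share was 40.5%, 45.7%, 46.7% and 49.7% in the same order, which leaves almost no excess of upregulated probes in DT-D10/DT-C. Without repeat 1 of DT-D2 the downregulated probes of DT-D2/DT-C numbered 1294. With brightness removed, the curve of cyclic loess runs along the changes themselves. Calls that it ends, here and below, therefore cannot decide whether they depend on normalization.

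**Figure D1:**
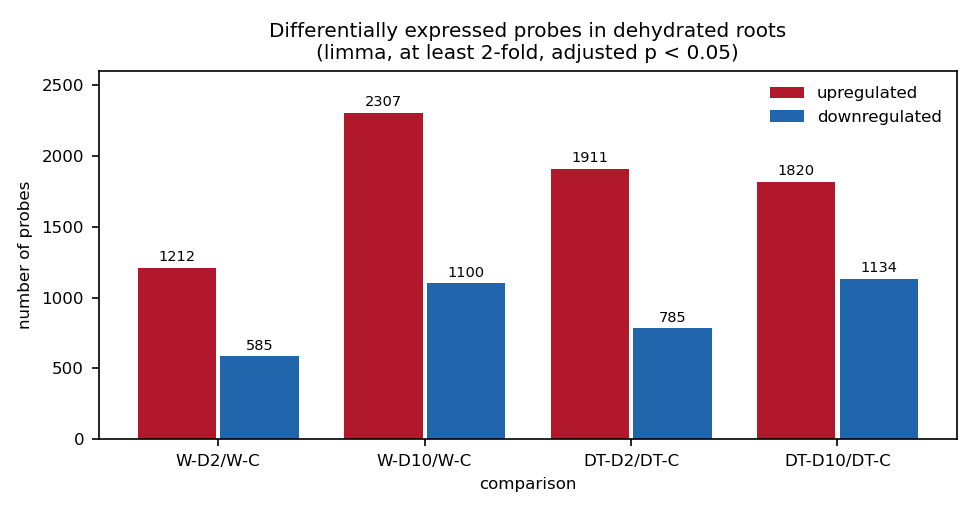
Number of upregulated and downregulated probes (y axis) in roots dehydrated for 2 or 10 h vs. the undried roots of the same cultivar (x axis), at least 2-fold with an adjusted p under 0.05 from limma, 3 arrays per group. The bars for W82 rise from 1212 and 585 at 2 h to 2307 and 1100 at 10 h.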

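Many probes upregulated at 2 h in W82 were also upregulated at 10 h. Of the 1212 probes upregulated in W-D2/W-C, 771 (63.6%) were also upregulated in W-D10/W-C, where 42.2 would be shared if the calls were independent. The shared number was 490 after quantile normalization, 346 after cyclic loess and 85 by the statistic of the paper's methods. The same W-C arrays serve both comparisons, and their noise alone raises such an overlap, to a mean of 371.4 against 43.23 in simulated unchanged groups called at an unadjusted p under 0.05. At the thresholds of the calls those groups shared a mean of 0, so how far noise raised the 771 was not measured. Upregulation at 2 h only was found for 441 probes and at 10 h only for 1536. Among named genes the largest increase at 10 h was that of Glyma.19G227800 (GolS2), whose log2 value was -3.22 ± 0.41 (SD, n = 3) in W-C and 2.33 ± 0.28 in W-D10. Glyma.11G014200, an AP2 TF gene matching AT1G71450, followed with 4.93 (SE 0.28, adjusted p = 1.07e-09), and the dehydrin-like Glyma.16G038000 with 4.91 (adjusted p = 1.07e-09). Glyma.20G094500 (GolS1) increased by 4.74, Glyma.02G034200, an armadillo/U-box protein gene, by 4.47 and Glyma.13G222000 (PGP9) by 4.41. The aquaporin gene Glyma.13G333100 (TIP1;3) came next, going from -1.30 ± 0.46 in W-C over -0.54 ± 0.39 in W-D2 to 3.10 ± 0.05 in W-D10. Under cyclic loess normalization the W-D10/W-C changes of Glyma.16G038000, Glyma.02G034200 and Glyma.13G222000 became -0.08, -0.08 and -1.13.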

A Venn analysis indicated that 50 genes were upregulated in both 2 h- and 10 h-dehydrated W82 roots, whereas 55 were upregulated by 2 h dehydration and 476 genes by 10 h dehydration only (Supplementary Figures S1A,B; Supplementary Table S3E), making a total of 581 unique genes upregulated by at least one dehydration treatment (Supplementary Figure S1A, W-D/W-C). Similarly, we found an overlap of 21 downregulated genes in roots of W82 treated with dehydration for 2 and 10 h, and a list of 241 unique genes downregulated in dehydrated W82 roots under these two treatment conditions (Supplementary Figures S1A,B; Supplementary Table S3F). 

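Repression in W82 was shared between the time points for 305 probes, 52.1% of those downregulated at 2 h, against 9.72 expected for independent calls, with W-C again common to both. Downregulation at 2 h only was found for 280 probes and at 10 h only for 795. Over both time points 2748 probes were upregulated and 1380 downregulated in dehydrated W82 roots. The aspartate aminotransferase gene Glyma.01G131100 (ASP1) remained the most strongly repressed of the named genes at 10 h, with a log2 change of -4.44 (SE 0.39, adjusted p = 2.67e-07), followed by the probe with the symbol SHOOT2 with -3.77 (adjusted p = 3.41e-07) and Glyma.02G157900 with -3.29 (adjusted p = 3.28e-07). Glyma.13G301400, a wound-responsive family gene, fell by 3.25 (adjusted p = 8.13e-09), and Glyma.16G037600, matching the plant cysteine oxidase gene AT5G39890, with -3.25 (adjusted p = 1.07e-09). Among 19 probes matching Arabidopsis genes known from low oxygen, all of them in the lists of the study, 16 were downregulated in W-D2/W-C and 17 in W-D10/W-C. Adjusted over the list alone the numbers were again 16 and 17.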

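In DT2008 the upregulated sets of both time points shared 1084 probes, 56.7% of the 2 h set and 59.6% of the 10 h set, against 52.5 for independent calls. After cyclic loess normalization they shared 621, and by the statistic of the paper's methods the sets numbered 221 and 582 and shared 131. Their downregulated sets shared 317 probes, 40.4% and 28% of them, against 13.4. DT-C is common to both comparisons, so part of each excess may come from the controls. In all, 2647 probes were upregulated and 1602 downregulated by at least 1 treatment. The AP2 TF gene Glyma.11G014200 had the largest named increase at 10 h, from -3.33 ± 0.39 (SD, n = 3) in DT-C to 2.24 ± 0.29 in DT-D10, a 47.5-fold change. Glyma.02G034200, an armadillo/U-box protein gene, followed with 4.43 (SE 0.25, adjusted p = 1.82e-09). Next came Glyma.13G222000 (PGP9), Glyma.07G023000 (NDF1), Glyma.19G227800 (GolS2) and Glyma.16G038000, with 4.28, 4.09, 4.06 and 4.03, the first and last of which cyclic loess normalization turned to -0.60 and -0.38. It left 0.39 for Glyma.02G034200. Among named genes the largest decreases at 10 h were those of the gene with the array symbol LOC100306683, with -3.33 (SE 0.49, adjusted p = 1.11e-04), of Glyma.06G302900 with -3.03 (adjusted p = 1.2e-07) and of the ABC transporter gene Glyma.19G169400 (ABCG40) with -2.96 (adjusted p = 2.04e-06). Of the 19 low-oxygen matches, 11 were downregulated in DT-D2/DT-C and 15 in DT-D10/DT-C, and the response was more positive in DT2008 than in W82 for 5 at 2 h and 3 at 10 h.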

As for the drought-tolerant DT2008, we noted from the Venn diagrams that 71 upregulated and 16 downregulated genes were overlapped between DT-D2/DT-C and DT-D10/DT-C comparisons, while totally 415 and 217 unique genes were upregulated and downregulated, respectively, in 2 and/or 10 h-dehydrated DT2008 roots (Supplementary Figures S1A,B, comparison DT-D/DT-C; Supplementary Tables S4E,F).

### Identification of dehydration-responsive genes with putative function in W82 and DT2008 roots

Next, to identify genes modulated by dehydration in roots of W82 and/or DT2008, which have a predicted function for subsequent comparative analyses, we removed the genes with “no original description,” which are a total of 4075 genes, and examined only 34097 genes that could be assigned with a putative function (Supplementary Table S5). This approach allowed us to link the expression change by stress treatment with gene function, thereby enabling us to explain the differential root responses of W82 and DT2008 to drought. We noted 89 and 428 upregulated genes and 37 and 187 downregulated genes in W-D2/W-C and W-D10/W-C comparisons, respectively (Figure 1C; Supplementary Tables S6A–D). At the same time, we were able to detect 120 and 292 upregulated genes and 28 and 169 downregulated genes in DT-D2/DT-C and DT-D10/DT-C comparisons, respectively (Figure 1C; Supplementary Tables S7A–D). 

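Of the probes that the tables read here pair with a gene, 1306 carry a description of a function. Among these 296 were upregulated and 82 downregulated in W-D2/W-C, and 597 and 158 in W-D10/W-C. In DT-D2/DT-C 424 described probes were upregulated and 95 downregulated, against 498 and 201 in DT-D10/DT-C. The full list of annotated genes was not used here, so these numbers cover described genes that a held table names and are not totals, and overlaps among them were not counted. Next to Glyma.17G242100, the largest early inductions of named genes in W82 were those of Glyma.13G222000 (PGP9) with 3.57, Glyma.17G168000, which has no description, with 2.96, the pectinesterase gene Glyma.10G009000 with 2.96 (SE 0.18, adjusted p = 5.68e-09) and the subtilase gene Glyma.10G119400 with 2.90 (adjusted p = 3.33e-06). They were followed by Glyma.17G073400 (ENODL15) and the thioesterase gene Glyma.07G018900, with 2.90 and 2.89, and by Glyma.13G068800 (CYP82C4) with 2.87 (adjusted p = 7.26e-06). Cyclic loess normalization turned Glyma.13G222000 to -0.67, Glyma.17G168000 to -0.05, Glyma.17G073400 to -1.56 and Glyma.07G018900 to -0.08, and left 0.03 for Glyma.10G009000 and 0.38 for Glyma.13G068800, which ends their calls.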

As shown by Venn analysis, 40 upregulated and 16 downregulated genes were overlapped between W-D2/W-C and W-D10/W-C comparisons, while a total of 477 and 208 unique genes were found to be upregulated and downregulated, respectively, in dehydrated W82 roots (Figure 1D; Supplementary Tables S6E,F). In case of DT2008, we detected 65 and 13 overlapped genes in the upregulated and downregulated gene sets obtained from DT-D2/DT-C and DT-D10/DT-C comparisons. Removing the overlapped genes made the lists of unique genes upregulated (347) or downregulated (184) by at least one dehydration treatment in DT2008 roots vs. control for further analyses (Figures 1C,D; Supplementary Tables S7E,F). Several genes showing various degrees of induction and repression by dehydration were selected for verification of the microarray data using real-time quantitative PCR (RT-qPCR) (Supplementary Table S8). Results shown in Figure 2 clearly demonstrated the reliability of the microarray data.

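On the arrays, the 7 genes chosen for RT-qPCR covered both directions of change. The NAC gene Glyma.13G279900 (GmNAC101) increased in both cultivars at 10 h, by 1.63 (SE 0.15, adjusted p = 3.85e-07) in W82 and 1.48 (SE 0.15, adjusted p = 1.56e-06) in DT2008. Glyma.13G030900 (GmNAC011) increased by 1.10 (adjusted p = 9.55e-05) in W-D10/W-C, which fell to 0.93 without repeat 2 of W-D10, 0.78 after quantile normalization and 0.63 after cyclic loess, and by 0.51 (adjusted p = 0.0418) in DT-D10/DT-C. The cation/proton exchanger gene Glyma.04G212200 (CHX15) rose from -2.66 ± 0.10 (SD, n = 3) in W-C to -1.44 ± 0.30 in W-D2 and 0.27 ± 0.33 in W-D10. Quantile normalization changed the sign of its W-D2/W-C change, from 1.21 to -0.06, and cyclic loess left 0.95. In DT2008 this gene started higher, at -0.23 ± 0.31 in DT-C, and reached 1.42 ± 0.27 in DT-D10. The nitrate transporter gene Glyma.11G195200 (NRT2.4) went the other way, with -1.73 (SE 0.22, adjusted p = 2.17e-05) in W-D10/W-C and -0.59 (adjusted p = 0.0929) in DT-D10/DT-C. RT-qPCR values are not analysed here.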

**Figure 2:**
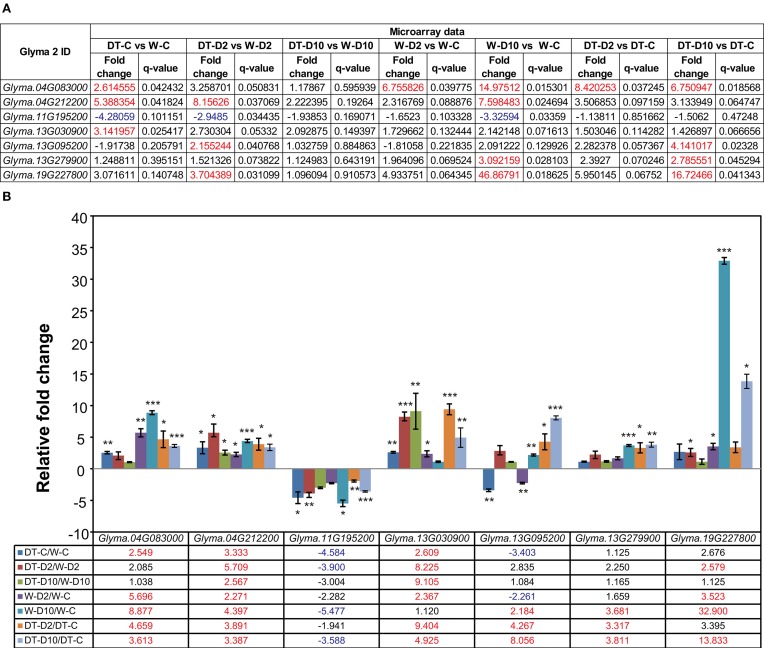
**Validation of microarray data by real-time quantitative PCR (RT-qPCR)**. Seven genes were selected for RT-qPCR verification of the microarray data. **(A)** Fold changes were obtained from microarray analysis. Red- and blue-color letters indicate absolute fold-changes ≥2 with *q* < 0.05. **(B)** Fold changes obtained by RT-qPCR of three independent biological replicates. The *Fbox* was used as reference gene. Data represent the mean plus SE (*n* = 3). Asterisks indicate significant differences as determined by a Student's *t*-test (^*^P < 0.05; ^**^P < 0.01 and ^***^P < 0.001). Red- and blue-color letters indicate absolute fold-changes ≥2 with *P* < 0.05. W-D2/W-C, W82-dehydrated-2 h vs. W82-well-watered control-0 h; W-D10/W-C, W82-dehydrated-10 h vs. W82-well-watered control-0 h; DT-D2/DT-C, DT2008-dehydrated-2 h vs. DT2008-well-watered control-0 h; DT-D10/DT-C, DT2008-dehydrated-10 h vs. DT2008-well-watered control-0 h.

### Distribution of the dehydration-responsive gene sets identified in W82 and DT2008 roots into functional categories

As a means to understand the molecular mechanisms underlying root responses that soybean plants develop to increase their adaptation to drought, we used MapMan to classify the dehydration-responsive genes detected in W82 and DT2008 into various functional categories. Lists of unique genes with putatively predicted function (Supplementary Tables S6E,F, S7E,F), which were found to be upregulated or downregulated in W82 or DT2008 roots by at least one dehydration treatment, either 2 or 10 h treatment, were assembled and subjected to MapMan analyses for assignment of each gene into functional category (Figure 3). Our data indicated that among the 20 most abundant categories, in both W82 and DT2008 roots, the upregulated genes of the TF category were the most highly enriched genes, whereas the downregulated genes were enriched in “protein synthesis, targeting, modification, etc” category.

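Of the 87 TF probes that the study lists in Supplementary Table S9, chosen on these arrays and so no independent evidence of direction, 53 were upregulated and 16 downregulated in W-D/W-C, and 38 and 14 in DT-D/DT-C. Of 13 probes described as WRKY TFs, 10 of them picked by the study, 5 were upregulated in W-D2/W-C and 5 in DT-D2/DT-C, the same numbers when adjusted over the list alone. The 57 probes whose array symbols name a WRKY gene, of which the study picked 3, rose as a set in DT-D2/DT-C (camera with a preset correlation, adjusted p = 2.62e-06) and in W-D2/W-C (adjusted p = 0.000213). With the correlation estimated from the arrays these p were 0.276 and 0.312 after adjustment, and the lowest of all 105 set tests was 0.0981. For protein synthesis, 6 probes described as cytosolic ribosomal proteins had median log2 changes of 0.02 in W-D2/W-C, 0.13 in W-D10/W-C, -0.10 in DT-D2/DT-C and -0.19 in DT-D10/DT-C. The MapMan categories themselves were not analysed here.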

**Figure 3:**
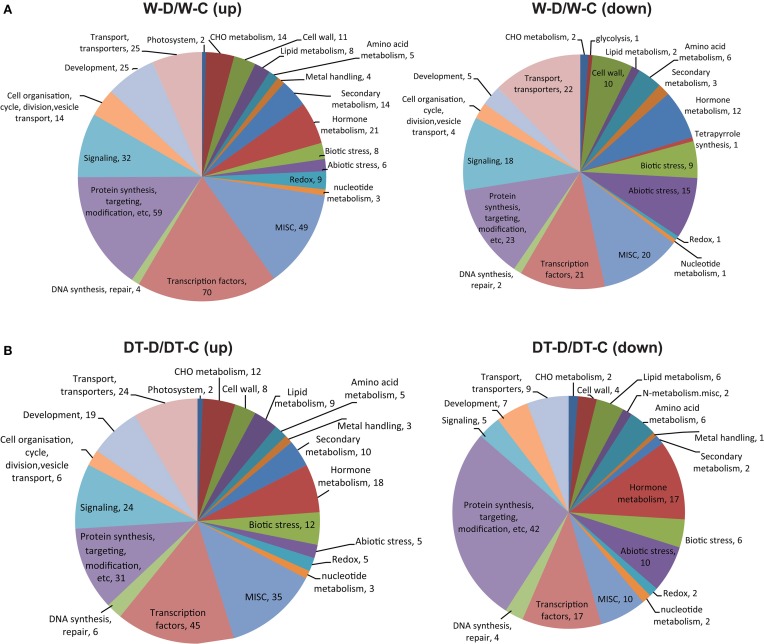
**Distribution of genes differentially expressed in roots of W82 and DT2008 by dehydration treatment into functional categories**. Genes upregulated or downregulated in W82 **(A)** or DT2008 **(B)** roots by at least one dehydration treatment were classified into functional categories using MapMan. W-D/W-C represents W-D2/W-C and/or W-D10/W-C (W82-dehydrated-2 and/or 10 h vs. W82-well-watered control-0 h); DT-D/DT-C represents DT-D2/DT-C and/or DT-D10/DT-C (DT2008-dehydrated-2 and/or 10 h vs. DT2008-well-watered control-0 h).

### Brief description of the dehydration-responsive gene sets identified in W82 and DT2008 roots

A closer look at the sets of the DEG sets identified in W82 and DT2008 roots under dehydration revealed a number of common phenomena between their up- and downregulated gene sets, respectively (comparisons W-D/W-C and DT-D/DT-C) (Supplementary Tables S6E,F, S7E,F). Many genes belonging to different TF families, such as the AP2_EREBP-, bZIP-, MYB- and NAC-type TF families, exhibited transcriptional changes by dehydration in both W82 and DT2008 roots, of which more dehydration-inducible genes were found than dehydration-repressible genes (W-D2/W-C, W-D10/W-C, DT-D2/DT-C, and DT-D10/DT-C in Figure 4; Supplementary Figure S2; Supplementary Table S9). For instance, there were 13 and 5 upregulated *GmNAC* genes, in dehydrated W82 and DT2008 roots, respectively, while there were only 0 and 1 downregulated *GmNAC* genes detected in the respective root samples (Supplementary Table S9). 

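Upregulated members outnumbered downregulated ones in each of the 4 families and both cultivars, within a list that the study chose on these arrays. Of 11 bZIP probes, 5 were upregulated and 2 downregulated in W-D/W-C, and 3 and 2 in DT-D/DT-C. Of 28 MYB probes, 14 were upregulated and 9 downregulated in W-D/W-C, and 8 and 7 in DT-D/DT-C. The strongest MYB induction was that of Glyma.07G189300 (MYB102), which rose by 3.03 (SE 0.19, adjusted p = 4.46e-09) in W-D10/W-C and by 2.40 (adjusted p = 1.05e-07) in DT-D10/DT-C. A further MYB102 match, Glyma.08G059900, rose by 2.47 (adjusted p = 4.94e-08) and 2.21 (adjusted p = 2.57e-07) in the same comparisons, and Glyma.19G164600 (MYB14) by 1.74 (adjusted p = 3.52e-08) in W82. Among bZIP genes, Glyma.04G078300 (bZIP9) rose by 1.12 (SE 0.14, adjusted p = 1.82e-05) in W-D10/W-C. For 10 bZIP genes named by array symbols, however, the medians were -0.28 in W-D10/W-C and -0.24 in DT-D10/DT-C. As a set they did not pass (camera with a preset correlation, adjusted p = 0.245 and 0.181).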

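Of 17 NAC probes in the list of the study, 15 were upregulated in W-D/W-C, and in DT-D/DT-C 11 were upregulated and 1 downregulated. Glyma.06G248900 (RD26) had the lowest adjusted p in W-D10/W-C, with values of -1.86 ± 0.08 (SD, n = 3) in W-C and 0.69 ± 0.12 in W-D10, a log2 change of 2.54 (SE 0.15, adjusted p = 1.65e-09). The other RD26 match, Glyma.12G149100, changed by 4.37 (SE 0.26, adjusted p = 2.69e-09), or 20.6-fold. In DT2008 Glyma.05G113000 (NAC071) was induced by 2.46 (SE 0.20, adjusted p = 1.27e-07) in DT-D10/DT-C, Glyma.06G248900 by 1.52 (adjusted p = 1.05e-06) and Glyma.17G154100, also matching NAC071, by 1.89 (adjusted p = 1.29e-06). All 3 of these DT2008 calls ended after cyclic loess normalization, which left 0.0074 (adjusted p = 0.992), 0.76 (adjusted p = 0.00287) and 0.35 (adjusted p = 0.356). Fitted without probe brightness, that method cannot decide whether they depend on normalization. A list of 20 NAC probes drawn from descriptions, 17 of them picked by the study, had 15 upregulated members in W-D10/W-C and 9 in DT-D10/DT-C, and adjusted over the list alone the numbers were 15 and 9.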

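Among 31 AP2_EREBP probes, 19 were upregulated and 5 downregulated in W-D/W-C, and 16 and 4 in DT-D/DT-C. Besides Glyma.11G014200, which rose by 3.73 (adjusted p = 4.36e-08) in DT-D2/DT-C, the clearest inductions were those of Glyma.01G225000, by 2.58 (SE 0.16, adjusted p = 2.54e-09) in W-D10/W-C, or 0.99 after cyclic loess, and 2.94 (SE 0.16, adjusted p = 8.04e-10) in DT-D10/DT-C, and of Glyma.01G231200, by 3.69 (adjusted p = 6.53e-09) in DT-D10/DT-C. In the list of 18 AP2/ERF probes drawn from descriptions, all of them picked by the study, 14 were upregulated in W-D10/W-C and 11 in DT-D10/DT-C, with the same numbers adjusted over the list alone.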

Another example is that among the AP2_EREBP-type members, 13 and 11 dehydration-induced genes were found in W82 and DT2008 roots, respectively, in comparison with 3 and 4 dehydration-repressed genes in the respective dehydrated roots (Supplementary Table S9). 

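Of the 87 TF probes, 22 were upregulated in W-D2/W-C and 52 in W-D10/W-C, whereas in DT2008 the numbers were 23 in DT-D2/DT-C and 33 in DT-D10/DT-C. Of the MYB members 1 was upregulated at 2 h and 14 at 10 h in W82, and 1 and 7 in DT2008. For bZIP these numbers were 1 and 5 in W82, and 1 and 3 in DT2008. Of 17 NAC members 9 were upregulated at 2 h in either cultivar, against 15 at 10 h in W82 and 9 at 10 h in DT2008. AP2_EREBP members stood at 11 and 18 in W82, and 12 and 14 in DT2008. Differences between the families were not tested. The early NAC responses in W-D2/W-C were led by Glyma.06G248900 (RD26), with a log2 change of 1.65 (SE 0.15, adjusted p = 8.3e-07), and those in DT-D2/DT-C by Glyma.05G113000 (NAC071), with 2.53 (SE 0.20, adjusted p = 1.03e-07), which cyclic loess normalization turned to -0.09.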

Under our stringently set criteria of the fold change and *q*-values, the majority of the TF genes of these representative TF families were observed to be induced in either W82 or DT2008 roots by the prolonged 10 h rather than the short 2 h dehydration treatment (Figure 4; Supplementary Table S9).

**Figure 4:**
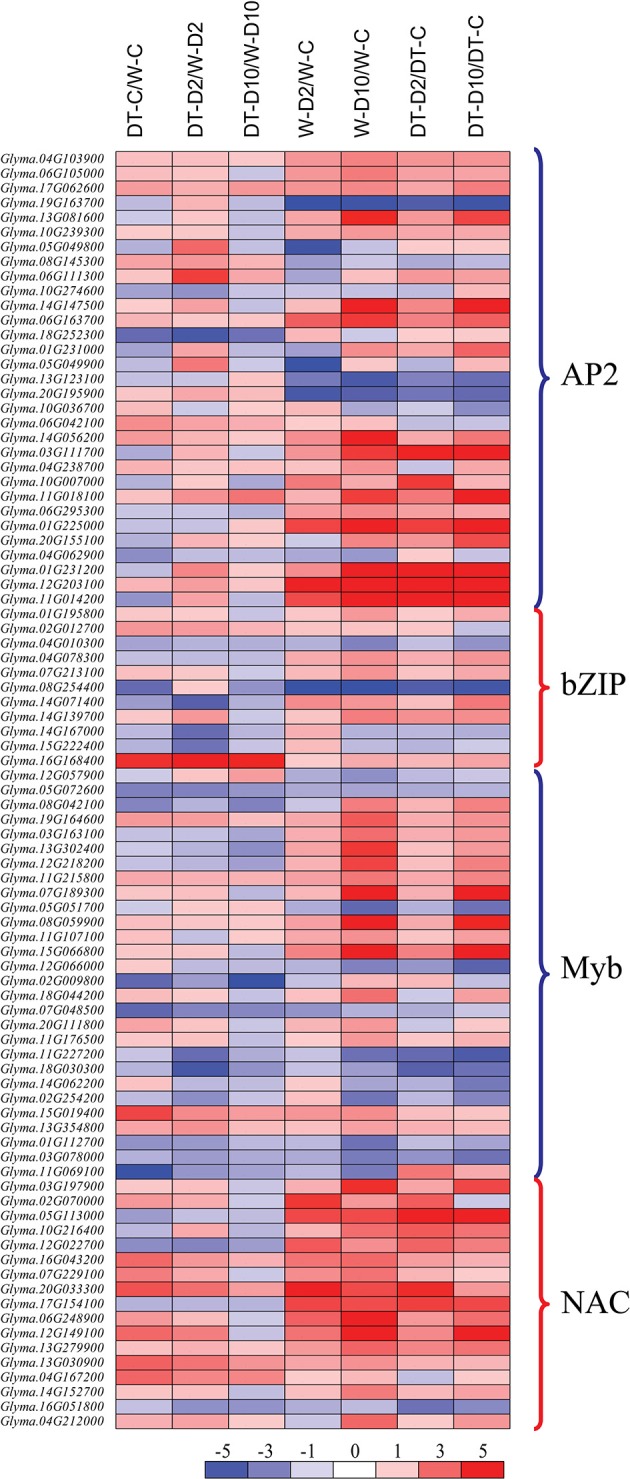
**Heatmap analysis of genes from well-known stress-related transcription factor families showing differential expression in various comparisons under well-watered and/or dehydration conditions**. DT-C/W-C, DT2008-well-watered control-0 h vs. W82-well-watered control-0 h; DT-D2/W-D2, DT2008-dehydrated-2 h vs. W82-dehydrated-2 h; DT-D10/W-D10, DT2008-dehydrated-10 h vs. W82-dehydrated-10 h; W-D2/W-C, W82-dehydrated-2 h vs. W82-well-watered control-0 h; W-D10/W-C, W82-dehydrated-10 h vs. W82-well-watered control-0 h; DT-D2/DT-C, DT2008-dehydrated-2 h vs. DT2008-well-watered control-0 h; DT-D10/DT-C, DT2008-dehydrated-10 h vs. DT2008-well-watered control-0 h.

Apart from the regulatory TFs, a number of DEGs encoding other types of regulatory proteins, such as kinases and hormone signaling-related proteins, were found in the signaling and protein modification categories. Some of them were predicted to be SnRK (sucrose non-fermenting-related), RLK (receptor-like), and MAP (mitogen-activated protein) kinases and PP2C (protein phosphatase 2C) proteins based on sequence homology with their *Arabidopsis* counterparts (Supplementary Figure S2; Supplementary Tables S6E,F, S7E,F). These proteins have been shown to be involved in regulation of plant responses to various stresses, including drought (Umezawa, 2011; Osakabe et al., 2013). 

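Hormone-related genes moved in both directions. Of 8 probes for jasmonate synthesis and JAZ proteins, all picked by the study, 3 were upregulated in W-D10/W-C and 5 in DT-D10/DT-C, with the same numbers adjusted over the list alone. Glyma.14G078600 (allene oxide synthase) rose by 1.24 (SE 0.15, adjusted p = 1.17e-05) in DT-D10/DT-C and Glyma.09G174200 (JAZ3) by 1.52 (adjusted p = 2.07e-05). In W-D10/W-C the lowest adjusted p of the list was that of Glyma.13G047300 (allene oxide cyclase 3), which rose 2.83-fold (adjusted p = 4.34e-06). Of 16 Aux/IAA and SAUR probes, 7 of them picked by the study, 4 were downregulated and 2 upregulated at 10 h in each cultivar, and adjusted over the list alone also 4 and 2.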

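Receptor-like kinase genes responded at 2 h in DT2008. Of 23 such probes, 19 of them picked by the study, 13 were upregulated in DT-D2/DT-C, while 5 were upregulated and 1 downregulated in W-D2/W-C, and adjusted over the list alone the numbers were the same. The difference between the cultivars itself passed the test at 2 h for 1 of these probes, and adjusted over the list alone for 2 that were more positive in DT2008 and 1 that was more negative. The inductions in DT-D2/DT-C were led by Glyma.18G273100 and Glyma.18G271400, both matching ANX2, with 2.40 (adjusted p = 1.71e-08) and 2.41 (adjusted p = 9.59e-08), and by Glyma.10G253100 (CRK26) with 2.50 (adjusted p = 2.93e-07). Cyclic loess normalization turned the change of Glyma.18G273100 to -0.03. Of 14 PP2C probes, all picked by the study, 8 were upregulated and 4 downregulated in W-D10/W-C, and 9 and 2 in DT-D10/DT-C. Glyma.08G033800 (ABI1) rose by 1.65 (SE 0.15, adjusted p = 3.87e-07) in W-D10/W-C, where Glyma.17G230600 fell by 1.94 (adjusted p = 3.04e-07), and in DT-D10/DT-C the PP2CA matches Glyma.14G066400 and Glyma.18G035000 rose by 1.62 (adjusted p = 5.96e-07) and 1.57 (adjusted p = 7.02e-07). Both SnRK2 probes were downregulated in DT-D10/DT-C, Glyma.04G205400 (SnRK2.4) with -1.06 (SE 0.13, adjusted p = 1.4e-05) and Glyma.08G188300 (SnRK2.10) with -1.17 (adjusted p = 6.19e-05). Among the MAP kinase group the phosphatase gene Glyma.18G013200 (MKP1) fell in both cultivars at 10 h, with -1.13 (adjusted p = 2.03e-05) and -1.27 (adjusted p = 6.3e-06).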

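Late embryogenesis abundant protein and glyoxalase genes that the study picked were mostly induced at 10 h in both cultivars. Of 7 probes for late embryogenesis abundant proteins and dehydrins, all picked by the study, 6 were upregulated in W-D10/W-C and 6 in DT-D10/DT-C, the same numbers adjusted over the list alone. Among them Glyma.11G020600 rose by 2.48 (SE 0.18, adjusted p = 2.6e-08) in W-D10/W-C and by 2.42 (SE 0.18, adjusted p = 4.66e-08) in DT-D10/DT-C, and cyclic loess normalization turned these to -1.06 and -0.78. For 28 seed maturation and late embryogenesis abundant protein genes named by array symbols, the medians in these comparisons were 0.09 and 0.08. That list passed in neither (camera with a preset correlation, adjusted p = 0.245 and 0.445). Glutathione S-transferase genes were induced in W82, where 6 of 10 probes were upregulated in W-D10/W-C, and in DT-D10/DT-C 1 was upregulated and 2 downregulated. The difference between the cultivars at 10 h passed the test for 1 of the 10, and for 3 adjusted over the list alone, each more negative in DT2008. Glyma.18G190200 (GSTU8) rose by 2.05 (SE 0.21, adjusted p = 1.67e-06) in W-D10/W-C. Among 3 glyoxalase probes, 2 were upregulated in W-D10/W-C and 3 in DT-D10/DT-C, with Glyma.12G167400 at 1.73 (adjusted p = 3.96e-06) and 1.77 (adjusted p = 3.89e-06). The study picked 8 of the 10 and all 3 of these probes, and adjusting over each list alone left its numbers as they were.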

Among many dehydration-inducible genes coding for non-regulatory proteins are those encoding proteins of transporters, osmoprotectant biosynthesis-related proteins, and detoxification enzymes. Some are deserved to be mentioned, such as ABC (ATP-binding cassette) transporters, the ABA-importing transporter 1 (AIT1)-like proteins that might have ABA importer activity (Kanno et al., 2012), aquaporins, galactinol synthases, and polyamine oxidases (Supplementary Tables S6E, S7E). 

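Several transporter and enzyme genes were upregulated at 10 h. The ABC transporter gene Glyma.10G217300 (ABCG25) went from -1.46 ± 0.05 (SD, n = 3) in W-C to -0.27 ± 0.04 and 1.00 ± 0.13 at 2 and 10 h, and from -1.07 ± 0.05 in DT-C to 0.31 ± 0.06 and 1.27 ± 0.19. Its log2 change at 10 h was 2.46 (SE 0.12, adjusted p = 2.32e-10) in W82 and 2.34 (SE 0.12, adjusted p = 6.76e-10) in DT2008, and the other ABCG25 match, Glyma.20G174800, changed by 2.34 (adjusted p = 9.82e-08) and 2.84 (adjusted p = 1.28e-08). For AIT1-like proteins, Glyma.02G022200 and Glyma.01G042100, both matching AT1G69850, rose by 2.55 (adjusted p = 9.63e-08) and 2.28 (adjusted p = 3.41e-07) in W-D10/W-C and by 1.76 (adjusted p = 1.03e-05) and 1.98 (adjusted p = 2.19e-06) in DT-D10/DT-C. The aquaporin gene Glyma.13G333100 (TIP1;3) rose by 4.40 (SE 0.30, adjusted p = 1.31e-08) in W-D10/W-C. Of 6 probes for galactinol and raffinose synthesis, all picked by the study, 5 were upregulated at 10 h in each cultivar, and 5 when adjusted over the list alone. Glyma.20G094500 (GolS1) had the lowest adjusted p of them, 1.19e-11 in W-D10/W-C, and rose by 3.87 (adjusted p = 3.22e-10) in DT-D10/DT-C. All 3 polyamine oxidase probes were upregulated at 10 h in both cultivars, with Glyma.08G303800 at 1.55 (adjusted p = 9.71e-08) and 1.31 (adjusted p = 1.02e-06), the latter 0.71 after cyclic loess, and Glyma.18G116300, like it a match of PAO2, at 1.86 (adjusted p = 9.82e-08) and 1.52 (adjusted p = 1.45e-06), but these too were picked by the study.

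**Figure D2:**
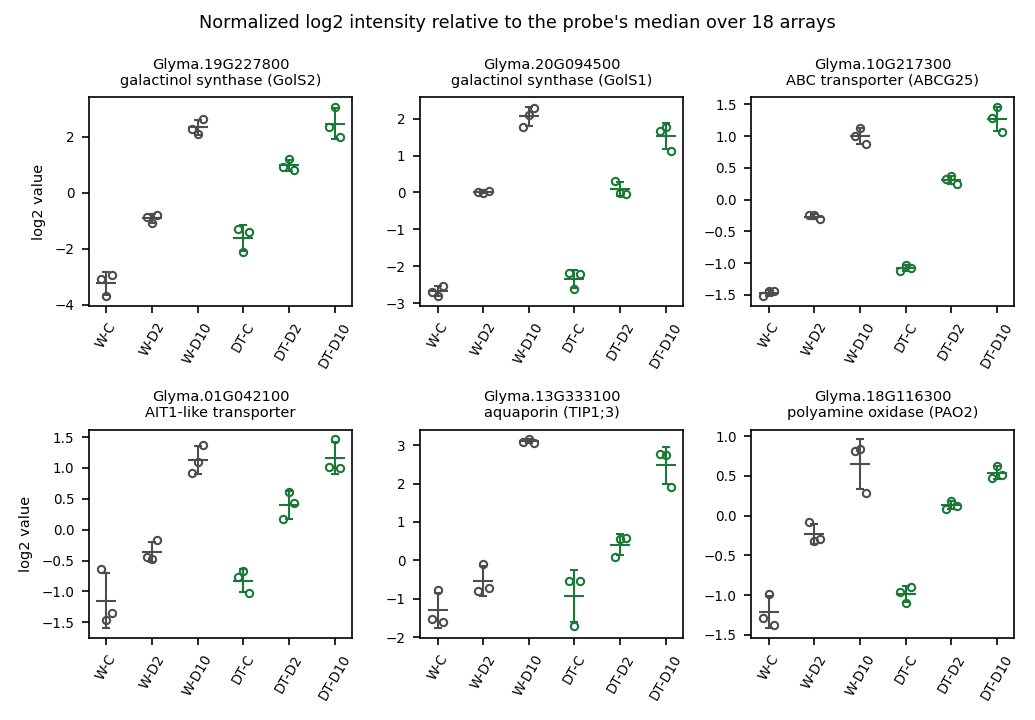
Normalized log2 intensity relative to the median of the probe over 18 arrays (y axis) in the 6 groups of roots (x axis). Circles are single arrays, and bars give the mean ± SD of 3 arrays. All 6 genes stand higher at 10 h than in the undried roots of either cultivar.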

An appropriate change of their levels during stress may lead to a better adaptation of the plants (Osakabe et al., 2013; Himuro et al., 2014; Minocha et al., 2014; Rangan et al., 2014; Srivastava et al., 2014).

### Differential expression between W82 and DT2008 roots under normal and dehydration conditions—the upregulated gene sets

To study the correlation between the differential gene expression in roots of W82 and DT2008 and their differential drought tolerance, we first compared their root transcriptomes under both normal and dehydration conditions. With regard to the upregulated gene sets derived from DT2008 vs. W82 comparison, we found that under well-watered conditions, 82 genes were upregulated in DT-C/W-C comparison, whereas under dehydration, a total of 147 genes were upregulated in DT-D/W-D comparison, with more induced genes being identified during earlier stress (Figure 5A). 

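DT2008 and W82 roots differed at every time point, in genes that dehydration need not affect. In DT-C/W-C 950 probes were higher in DT2008, and in DT-D/W-D 1219. The largest named difference was that of Glyma.15G031400 (BGLU15, a beta-glucosidase), whose log2 value was -3.35 ± 0.29 (SD, n = 3) in W-C and 3.48 ± 0.10 in DT-C, a 114-fold difference (adjusted p = 4.76e-14), and 5.42 and 5.67 log2 units at 2 and 10 h. Glyma.01G046900, a TIR-NBS-LRR gene, differed by 3.95 (SE 0.24, adjusted p = 2.99e-09) in DT-C/W-C and Glyma.02G093200 (HSP70) by 3.83 (SE 0.16, adjusted p = 1.16e-11). Of the 950 probes, 419 were also higher in DT-D2/W-D2, against 15.7 for independent calls, and 205 in DT-D10/W-D10, against 4.97. Those comparisons share no array. Sequence differences between the cultivars at the probes were not examined, and such a difference can change the signal of a probe.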

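The excess of DT2008 over W82 was wider at 2 h than at 10 h, with 1093 probes higher in DT-D2/W-D2 and 346 in DT-D10/W-D10. Of the 346, 220 (63.6%) were also higher at 2 h, against 5.71 for independent calls of these separate arrays, leaving 873 probes higher at 2 h only and 126 at 10 h only. Median SD over the 3 arrays of a group was 0.165 in W-D2 and 0.191 in DT-D2, and 0.196 in W-D10 and 0.174 in DT-D10. After Glyma.15G031400, the largest differences of named genes at 2 h were those of Glyma.01G046900, with 4.21 (SE 0.24, adjusted p = 1.11e-09), and Glyma.15G245300 (CYP72A15), with 3.81 (adjusted p = 3.95e-09). At 10 h they were those of Glyma.02G093200 (HSP70), with 4.62 (SE 0.16, adjusted p = 1.14e-12), and Glyma.07G178200, with 3.48 (adjusted p = 6.26e-11).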

Namely, 143 upregulated genes were found in DT-D2/W-D2, while only nine upregulated genes in DT-D10/W-D10 (Figure 5A; Supplementary Tables S10A–D). 

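Regulatory genes higher in DT2008 included NAC and clock genes. Of 20 NAC probes, 17 of them picked by the study, 9 were higher and 1 lower in DT-C/W-C, and 6 and 2 in DT-D2/W-D2. In DT-C/W-C Glyma.13G030900 (GmNAC011) was higher by 1.65 (SE 0.16, adjusted p = 1.77e-06), Glyma.04G167200 (NAC100) by 1.60 (adjusted p = 3.87e-06) and Glyma.16G043200 (NAC047) by 1.58 (adjusted p = 4.35e-06). Among 7 clock gene probes, all picked by the study, 4 were higher and 1 lower in DT-C/W-C, and 2 and 1 in DT-D2/W-D2 and in DT-D10/W-D10. Glyma.18G027500 (ELF4) differed by 1.73 (SE 0.15, adjusted p = 3.3e-07) in DT-C/W-C and by 1.67 (adjusted p = 6.87e-07) in DT-D10/W-D10, and Glyma.16G018000 (PRR5) by 2.61 (SE 0.23, adjusted p = 5.83e-07) and 2.73 (adjusted p = 4.63e-07). The counts were the same adjusted over each list alone. Of 23 receptor-like kinase probes, 1 was higher and 6 were lower in DT-C/W-C, among the latter Glyma.20G139300 (CRK25), with -4.97 (adjusted p = 1.16e-11), and the former being Glyma.12G196500, with 3.66 (adjusted p = 2.75e-10).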

A number of upregulated genes identified in DT-C/W-C and DT-D/W-D comparisons possess putative regulatory functions, as they encode transcription factor, kinase and hormone-related proteins (Supplementary Figure S3).

**Figure 5:**
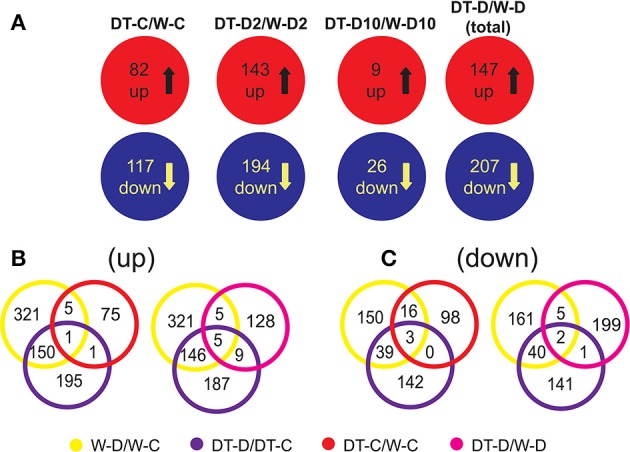
**Comparison of root transcriptomes of W82 or DT2008 under well-watered or dehydration conditions**. **(A)** Differentially express gene sets between W82 or DT2008 roots under well-watered or dehydration conditions. **(B,C)** Identification of dehydration-responsive genes in differentially expressed gene sets that are derived from comparison of root transcriptomes of W82 or DT2008 under well-watered or dehydration conditions. DT-C/W-C, DT2008-well-watered control-0 h vs. W82-well-watered control-0 h; DT-D2/W-D2, DT2008-dehydrated-2 h vs. W82-dehydrated-2 h; DT-D10/W-D10, DT2008-dehydrated-10 h vs. W82-dehydrated-10 h; W-D/W-C represents W-D2/W-C and/or W-D10/W-C (W82-dehydrated-2 h and/or 10 h vs. W82-well-watered control-0 h); DT-D/DT-C represents DT-D2/DT-C and/or DT-D10/DT-C (DT2008-dehydrated-2 h and/or 10 h vs. DT2008-well-watered control-0 h); DT-D/W-D represents DT-D2/W-D2 (DT2008-dehydrated-2 h vs. W82-dehydrated-2 h) and/or DT-D10/W-D10 (DT2008-dehydrated-10 h vs. W82-dehydrated-10 h).

Next, to identify genes that might contribute to higher drought-tolerant level of DT2008, we first searched for genes that are more highly expressed in drought-tolerant DT2008 than drought-sensitive W82 under normal conditions and are dehydration-inducible in W82 and/or DT2008 roots. We, therefore, subjected the upregulated gene sets obtained from the following comparisons DT-C/W-C, W-D/W-C, and DT-D/DT-C to a Venn analysis (DT-C/W-C vs. W-D/W-C, DT-C/W-C vs. DT-D/DT-C, DT-C/W-C vs. W-D/W-C vs. DT-D/DT-C) (Supplementary Tables S11A–C). As shown in Figure 5B, out of 82 genes displaying higher expression in DT2008 roots than in W82 roots (DT-C/W-C comparison, Supplementary Table S10A), six and two genes were found to be inducible by dehydration in W82 and DT2008 roots, respectively, with one gene, *Glyma.04G083000*, was upregulated in both dehydrated W82 and DT2008 roots (Supplementary Tables S11A–C). Furthermore, genes showing higher expression in DT2008 roots than in W82 roots under dehydration conditions, and being dehydration-inducible in W82 and/or DT2008 roots, might also have impact on improved drought-tolerant level of DT2008 vs. W82. Thus, the upregulated gene sets of DT-D/W-D, W-D/W-C, and DT-D/DT-C comparisons were also evaluated by a Venn analysis. 

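Probes higher in DT-C/W-C that dehydration also upregulated numbered 205 for W82 and 81 for DT2008, with 74 in both. Independent calls would share 39.4 and 38. The 212 for either cultivar became 90 after quantile normalization and 10 by the statistic of the paper's methods. W-C stands in both DT-C/W-C and W-D/W-C on the same side, so that a low W-C value raises both changes, whereas DT-C stands on opposite sides in DT-C/W-C and DT-D/DT-C. In simulated unchanged groups called at an unadjusted p under 0.05, these overlaps had means of 592.3 against 76.41 for W82 and 5.65 against 75.89 for DT2008. At the thresholds of the calls both simulated means were 0, so the part of the larger number for W82 that is this effect was not measured. Over all probes the changes in DT-C/W-C and W-D10/W-C had a covariance of 0.0721, of which the shared arrays alone give 0.0216. Glyma.04G083000 was among the 74, and its W-C mean of -3.34 ± 0.15 (SD, n = 3) lay below its DT-C mean of -1.96 ± 0.12 by 1.39 log2 units (adjusted p = 2.02e-05), or 0.94 after quantile normalization.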

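Under dehydration, 427 of the 1219 probes higher in DT-D/W-D were upregulated in W-D/W-C and 515 in DT-D/DT-C, with 359 in both, 68 in W82 only and 156 in DT2008 only. Independent calls would give 50.6 and 48.7. The 583 for either cultivar became 34 by the statistic of the paper's methods. DT-D arrays stand on the same side of DT-D/W-D and DT-D/DT-C, and simulated unchanged groups at an unadjusted p under 0.05 shared a mean of 742 against 148.1 for DT2008 but 145.8 against 149.1 for W82. At the thresholds of the calls both simulated means were 0. Without repeat 1 of DT-D2 the overlap with DT-D/DT-C was 797. Of 18 AP2/ERF probes, all picked by the study, 5 were higher in DT-D2/W-D2, and 5 adjusted over the list alone. The lowest adjusted p were those of Glyma.06G111300 (DREB26), higher by 1.99 (SE 0.18, adjusted p = 9.74e-07), Glyma.08G145300, by 1.04 (adjusted p = 2.26e-05), Glyma.05G049800, by 1.58 (adjusted p = 5.5e-05), and Glyma.01G231200, by 1.25 (adjusted p = 0.00143). Among these Glyma.01G231200 was upregulated by dehydration in both cultivars.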

Among 147 genes with more abundant transcripts in DT2008 roots than in W82 roots (DT-D/W-D, Supplementary Table S10D), 10 and 14 genes were detected to be upregulated in dehydrated W82 and DT2008 roots, respectively, of which five genes were upregulated in roots of both cultivars by dehydration (Figure 5B, Supplementary Tables S11D–F).

### Differential expression between W82 and DT2008 roots under normal and dehydration conditions—the downregulated gene sets

As for the downregulated gene sets obtained from comparative analysis of W82 and DT2008 root transcriptomes, we detected 117 and 207 downregulated genes in DT-C/W-C (normal conditions) and DT-D/W-D (dehydration conditions) comparisons, respectively. 

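In DT-C/W-C 1367 probes were lower in DT2008, or 59% of those called, and in DT-D/W-D 2007. The surplus of lower probes in DT-C/W-C depended on the fold threshold, since without it 3605 probes were lower and 4115 higher, or 46.7% lower. The TIR-NBS-LRR gene Glyma.06G259800 had the largest named deficit, with log2 values of 3.13 ± 0.42 (SD, n = 3) in W-C and -2.81 ± 0.31 in DT-C, and differences of -6.18 and -5.96 at 2 and 10 h. Glyma.18G082200, an RPM1-like resistance gene, was lower by 5.49 (SE 0.18, adjusted p = 5.25e-13) in DT-C/W-C and Glyma.16G015700, an ORMDL family gene, with -5.08 (adjusted p = 6.52e-12). Of the 1367 probes, 768 were also lower in DT-D2/W-D2 and 463 in DT-D10/W-D10, against 35 and 16.5 for independent calls. The sequences of the cultivars at these probes were not compared, so a weaker signal in DT2008 can also arise from a mismatch.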

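Probes lower in DT2008 numbered 1694 in DT-D2/W-D2 and 797 in DT-D10/W-D10, or 60.8% and 69.7% of those called, and 51.6% and 56.4% with no fold threshold. Both sets shared 484, against 20.4 for independent calls, with 1210 at 2 h only and 313 at 10 h only. Of 23 class III peroxidase probes, 22 of them picked by the study, 12 were lower in DT-C/W-C, 10 in DT-D2/W-D2 and 5 in DT-D10/W-D10, also adjusted over the list alone, while 4 were higher in DT-D2/W-D2. Glyma.12G195500 (RCI3) was lower, with differences of -2.09 (SE 0.20, adjusted p = 1.24e-06) in DT-C/W-C, -2.35 (SE 0.20, adjusted p = 3.28e-07) in DT-D2/W-D2 and -1.53 (adjusted p = 7.93e-05) in DT-D10/W-D10. Glyma.20G001400 followed in DT-C/W-C with -1.55 (adjusted p = 1.73e-06) and Glyma.14G053600 with -2.59 (adjusted p = 3.9e-06). After Glyma.06G259800, the named genes lowest in DT-D10/W-D10 were Glyma.18G082200, with -5.04 (adjusted p = 1.84e-12), and Glyma.16G015700, with -4.72 (adjusted p = 2.06e-11).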

We also observed that more genes (194 vs. 26 genes) were downregulated in DT-D/W-D comparison by the short-term 2 h (DT-D2/W-D2) rather than the prolonged 10 h (DT-D10/W-D10) dehydration treatment (Figure 5A; Supplementary Tables S10E–H).

In a similar manner, the downregulated gene sets obtained from the comparative analysis of root transcriptomes of W82 and DT2008 under non-stressed and stressed conditions (DT-C/W-C and DT-D/W-D) were also analyzed to identify dehydration-repressible genes exhibiting lower expression in drought-tolerant DT2008 as these genes would also be responsible for better performance of DT2008 relative to W82 under drought. Thus, downregulated gene sets of DT-C/W-C, DT-D/W-D, W-D/W-C, and DT-D/DT-C comparisons were evaluated by a Venn analysis as well (Supplementary Table S12). Venn diagrams shown in Figure 5C indicated that a total of 19 genes had lower expression in DT2008 roots than in W82 roots under well-watered conditions. 

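Of the 1367 probes lower in DT-C/W-C, 414 were downregulated by dehydration, 394 of them in W82 and 92 in DT2008. That leaves 322 repressed in W82 only, 20 in DT2008 only and 72 in both. Independent calls would share 28.5 probes with W-D/W-C and 33.1 with DT-D/DT-C. By the statistic of the paper's methods the 414 became 32. A high W-C value lowers both DT-C/W-C and W-D/W-C, and simulated unchanged groups at an unadjusted p under 0.05 shared a mean of 578.1 against 74.63 for W82 and 4.55 against 75.49 for DT2008. At the thresholds of the calls both simulated means were 0. Without repeat 1 of DT-D2 the overlap with DT-D/DT-C was 163. Glyma.06G297600, a wound-responsive family gene, was among those repressed in W82, with log2 values of 3.59 ± 0.46 (SD, n = 3) in W-C, -0.21 ± 0.02 in W-D2 and 0.06 ± 0.08 in DT-C.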

All these 19 genes were repressed by dehydration in W82 roots, of which three genes were also downregulated in DT2008 roots (Supplementary Tables S12A–C). 

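Under dehydration 403 of the 2007 probes lower in DT-D/W-D were dehydration-repressible, 178 in W82 only, 130 in DT2008 only and 95 in both. The overlap with W-D/W-C was 273 and that with DT-D/DT-C 225, against 41.8 and 48.6 for independent calls. Noise of the DT-D arrays acts alike on DT-D/W-D and DT-D/DT-C, so shared arrays can raise the second of these overlaps. Simulated unchanged groups shared a mean of 764.6 there against 149.3 at an unadjusted p under 0.05, and of 0 at the thresholds of the calls. Repeat 1 of DT-D2 weighed on these numbers, since without it the overlaps were 747 for either cultivar, 561 for DT2008 and 157 for both. Without repeat 2 of DT-D2 the overlap for either cultivar was 310, and by the statistic of the paper's methods 12. Glyma.06G050900, a PP2C gene, and the BIN2-like kinase gene Glyma.02G069400 were repressed in both cultivars and lower in DT2008 at both 2 and 10 h.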

As for genes showing lower expression levels in DT2008 roots than W82 roots under stress conditions, we found a total of eight genes of which five and one genes were repressed by dehydration in W82 or DT2008 roots only, while two genes were dehydration-repressed in roots of both cultivars (Figure 5C, Supplementary Tables S12D–F).

## Discussion

Large-scale transcriptome analysis is one of the most comprehensive approaches used to identify gene repertoire whose members are responsible to certain stressors (Mochida and Shinozaki, 2011). The completion of soybean genomic sequence has enabled us to carry out high-throughput transcriptomic studies in this important legume crop under various stress conditions in different organs (Schmutz et al., 2010; Le et al., 2012b; Ferreira Neto et al., 2013; Wan et al., 2015). Genes identified through the large-scale expression profiling studies, not only in soybean but also in other crops, have significantly accumulated in the past decade, providing a valuable resource for further functional genomics and comparative analyses (Ma et al., 2012).

DT2008 is an elite soybean cultivar cultivated in many regions in Vietnam, owing to its strong tolerance to drought and dehydration in comparison with many other cultivars (Vinh et al., 2010; Ha et al., 2013; Sulieman et al., 2015). In a previous study, we compared the drought tolerability of DT2008 and the W82 model cultivar, and found that the higher drought-tolerant degree of DT2008 relative to W82 might be attributed, at least, to its better root development in comparison with W82 (Ha et al., 2013). To explain this phenomenon at molecular level, in the current study we carried out a microarray analysis of root transcriptomes of both DT2008 and W82 under normal, as well as mild (2 h-treated) and severe (10 h-treated) dehydration stress conditions using the 66K soybean GeneChip (Figures 1A,B, Supplementary Table S1). This custom 66K Affymetrix GeneChip has been shown to be a reliable tool for large-scale gene expression analysis in different organs under different types of stress, such as leaves (Le et al., 2012b) and roots (this work) under drought/dehydration stress, and in the same organs under biotic stress (Valdes-Lopez et al., 2011; Wan et al., 2015).

With the release of the newest annotation version Glyma v2.0 (http://phytozome.jgi.doe.gov/pz/portal.html), we were able to examine the expression of 38172 genes with high confidence through our transcriptome analysis (Supplementary Table S2). In general, we found more DEGs in roots of drought-sensitive W82 than in that of drought-tolerant DT2008 under dehydration in both upregulated and downregulated categories. Specifically, 2.15% (822/38172 genes) of the 38172 examined genes, which were annotated with high confidence, showed altered expression by dehydration in W82 roots, whereas 1.66% (632/38172 genes) of the analyzed genes exhibited differential expression in DT2008 roots under the same treatment conditions (Supplementary Figure S1A). On the other hand, in another independent study using DeepSuperSAGE (26 bp tags) for comparative root transcriptome analysis of 15-day-old drought-tolerant Embrapa 48 and drought-sensitive BR 16 seedlings at early stage of dehydration stress (between 0 and 150 min with 25 min interval), the authors in total found more differentially expressed soybean unitags in drought-tolerant Embrapa 48 roots than in drought-sensitive BR 16 roots in both upregulated and downregulated categories (Ferreira Neto et al., 2013). These findings suggest that different varieties might transcriptionally respond to dehydration/drought in different ways to activate root-related mechanisms for higher tolerability when compared with a specific drought-sensitive genotype. 

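Over both treatments 4125 probes (6.23% of 66195) changed in W82 and 4245 (6.41%) in DT2008. By the statistic of the paper's methods the order was the reverse, with 1290 in W82 and 988 in DT2008. Of the upregulated probes, 1737 were shared by W-D/W-C and DT-D/DT-C, 63.2% of the W82 set and 65.6% of the DT2008 set, against 110 for independent calls. The downregulated sets shared 541, or 39.2% and 33.8% of them, against 33.4. No array is common to these sets. Over all probes, the log2 changes of W82 and DT2008 correlated at 0.604 at 2 h and 0.691 at 10 h, across probes that are not independent of each other. Glyma.06G258000, an EF-hand gene matching AT4G27280, rose by 4.32 (adjusted p = 7.15e-11) in W-D10/W-C, and Glyma.04G226800, a calcium-binding endonuclease gene, by 3.90 (adjusted p = 3.15e-09) in DT-D10/DT-C.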

Alternatively, the different growth conditions might be a reason for the different observations of the two studies, as we grew the soybean plants in soil, whereas Ferreira Neto and colleagues hydroponically cultivated their soybean plants in nutrient solution (Ferreira Neto et al., 2013). It is worthy to notice that we also detected more upregulated genes in drought-tolerant DT2008 roots than drought-sensitive W82 roots by early 2 h dehydration treatment (131 vs. 105), although a reverse tendency was observed in case of downregulated genes (34 vs. 47) (Figure 1C, Supplementary Figure S1A). These results together suggest that induction of more dehydration/drought-responsive genes in roots of drought-tolerant cultivars, as compared with that in drought-sensitive cultivar, at early stage of stress exposure might contribute to its higher drought tolerability (Vinh et al., 2010; Ferreira Neto et al., 2013; Ha et al., 2013).

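At 2 h 783 probes were upregulated in both cultivars and 225 downregulated, against 35 and 6.94 for independent calls. Whether the early response differed was tested with the interaction of cultivar and dehydration. It was more positive in DT2008 for 190 probes and more negative for 88. Of 18 AP2/ERF probes, all picked by the study, 5 were more positive in DT2008, and 5 adjusted over the list alone. No set test of this difference was run. Glyma.05G049800 fell in W82, with -2.12 (SE 0.21, adjusted p = 2.4e-06), and its response in DT2008 was higher by 2.15 (SE 0.29, adjusted p = 0.00239). Glyma.06G111300 (DREB26) differed by 1.81 (adjusted p = 0.00344) and Glyma.01G231000 by 1.63 (adjusted p = 0.00661). These totals moved with single arrays and with the method: without repeat 1 of DT-D2 512 probes were more positive and 303 more negative, without repeat 2 of DT-D2 92 and 34, with arrayWeights 394 and 192 and with eBayes with trend and robust 117 and 58, and after quantile normalization 294 were more positive. From its counts and other studies the paper reasons that inducing more genes in roots early in stress possibly contributes to the higher tolerance of a drought-tolerant cultivar.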

In addition, we recorded more DEGs in roots of both DT2008 (DT-D10/DT-C vs. DT-D2/DT-C) and W82 (W-D10/W-C vs. W-D2/W-C) by 10 h than 2 h dehydration treatment (Figure 1C, Supplementary Figure S1A). These data indicated that the long-term dehydration stress triggered change in expression of more genes in soybean roots than the short-term one, independently of the genotype. Furthermore, the MAPMAN analysis showed that TF encoding genes were the most highly enriched upregulated genes, whereas those classified to “protein synthesis, targeting, modification, etc” category were the most highly enriched downregulated genes in both W82 and DT2008 roots under dehydration (Figure 3). This finding suggested that genes belonging to these categories were those whose expression in roots is the most responsive to dehydration to aid the plants in adapting to the stress. 

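From 2 to 10 h the calls in W82 grew in both directions, whereas in DT2008 the upregulated probes numbered 1911 and then 1820 and the downregulated 785 and then 1134. By the t-test the upregulated probes of DT2008 numbered 221 and 582. Upregulation at 2 h only was found for 827 probes in DT2008 and at 10 h only for 736, and downregulation for 468 and 817. Changes at both times correlated over all probes at 0.667 in W82 and 0.688 in DT2008. Their covariances were 0.139 and 0.152, of which the shared control arrays alone give 0.0216 in each. The cultivars' 10 h responses shared 1319 upregulated and 389 downregulated probes, against 63.4 and 18.8 for independent calls. Their interaction was more positive in DT2008 for 103 probes and more negative for 158. Without repeat 1 of DT-D10 these were 46 and 69, and without repeat 3 of W-D10 127 and 232, with eBayes with trend and robust 54 and 87, and with arrayWeights 156 were more positive. The wound-responsive gene Glyma.06G297600 showed one of the largest interactions at 10 h, with 3.06 (SE 0.41, adjusted p = 0.0019), having fallen there with a change of -3.21 (adjusted p = 3.53e-07) in W82 from a level that DT-C did not reach.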

Interestingly, a previous microarray analysis using the same GeneChip found a reverse trend in V6 and R2 leaves of the W82 cultivar. The authors reported that in these W82 leaf tissues, TF encoding genes were enriched among the downregulated genes; while, for the upregulated gene sets, “protein synthesis, targeting, modification, etc” was the most significantly enriched category (Le et al., 2012b).

With respect to the TF encoding genes, many members of the major TF families, such as AP2_EREBP, bZIP, MYB, and NAC, showed differential expression by dehydration in both W82 and DT2008 roots (Figure 4). Moreover, the heatmap analysis also indicated that the majority of the dehydration-inducible TF genes, such as *NAC* genes, exhibited higher expression level in DT2008 roots than W82 roots, especially under well-watered and early dehydration treatment (Figure 4). 

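NAC genes that dehydration induced had mostly higher means in DT2008 before stress and at 2 h. Of 15 inducible NAC probes, 11 had a higher mean in DT-C than in W-C, 12 in DT-D2 than in W-D2 and 5 in DT-D10 than in W-D10, with median log2 differences of 0.63, 0.67 and -0.08. All 15 were upregulated in W82, on arrays that also serve these differences. In 10 simulations of cultivars without a difference, all probes upregulated in W82 were chosen. Higher DT2008 means were found for 58.8%, 46% and 45.1% of them, with medians of 0.05, -0.022 and -0.027. The study's own choice of TF genes, which may also rest on the cultivar comparisons, was not simulated. These shares are therefore no baseline for the 15. Past the 2-fold threshold 7 were higher and 1 lower in DT-C/W-C, and 4 and 1 in DT-D2/W-D2. Glyma.13G030900 (GmNAC011) was higher by 1.45 (SE 0.16, adjusted p = 9.43e-06) in DT-D2/W-D2 and by 1.06 (SE 0.16, adjusted p = 4.5e-04) in DT-D10/W-D10, the latter falling to 0.98 without repeat 1 or repeat 3 of W-D10. Glyma.20G033300 (NAP) was higher by 1.80 (adjusted p = 5.94e-05) in DT-C/W-C and 1.51 (adjusted p = 3.48e-04) in DT-D2/W-D2. Over all 55 inducible TF probes of the 4 families, 35, 42 and 21 had higher means in DT2008 at 0, 2 and 10 h, and 8, 9 and 3 passed as higher, against 4, 2 and 2 as lower. In AP2_EREBP, 11, 18 and 11 of 20 had higher means. As the study chose these genes on the same arrays, the counts are not independent evidence. From such differences the paper reasons, with published work on NAC genes, that NAC TFs contribute in part to the tolerance of DT2008, which it states as a possibility.

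**Figure D3:**
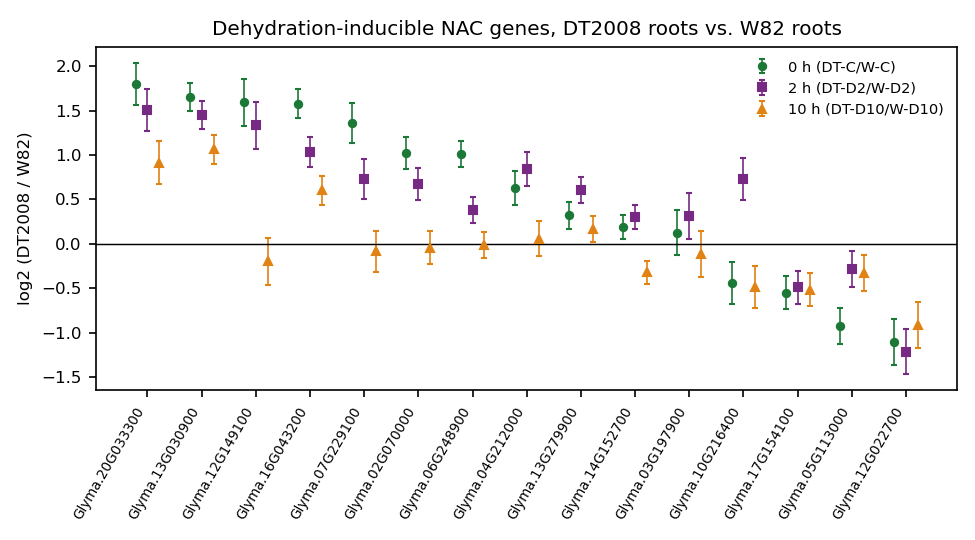
Difference in log2 expression between DT2008 and W82 roots (y axis, limma estimate ± SE, 3 arrays per group) for 15 dehydration-inducible NAC genes (x axis, ordered by DT-C/W-C) at 0, 2 and 10 h. At 10 h 5 of the 15 lie above 0, and 11 do at 0 h.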

Increasing evidence has shown that members of these TF families play important roles in plant responses to water deficit by controlling transcription of downstream genes through their specific binding to the so-called *cis*-acting elements located in the promoters of target genes (Yamaguchi-Shinozaki and Shinozaki, 2006; Hadiarto and Tran, 2011; Jogaiah et al., 2013). A number of published reports have shown positive correlation between *NAC* gene expression levels, specifically in roots or leaves or whole plants, and drought tolerability of various crops, including soybean (Nakashima et al., 2007; Zheng et al., 2009; Xue et al., 2011; Thao et al., 2013; Thu et al., 2014; Zhu et al., 2014; Nguyen et al., 2015; Yang et al., 2015), further supporting that NAC TFs, at least in part, might contribute to the higher drought tolerance of DT2008 vs. W82. Molecular tailoring of the TF encoding genes has provided a promising approach for improvement of tolerance of a number of crops to various types of environmental stresses, including drought (Yang et al., 2010; Thao and Tran, 2012).

Apart from the TF genes, many other dehydration-inducible genes also displayed higher expression levels in DT2008 roots than W82 roots under normal or dehydration conditions (Supplementary Table S11), which might contribute to differential drought tolerance of DT2008 and W82. 

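Some genes outside the TF families were also higher in DT2008. Among 7 late embryogenesis abundant and dehydrin probes, all picked by the study, 3 were higher in DT-D2/W-D2 and 1 in DT-C/W-C, also adjusted over the list alone. Glyma.13G000500 was higher by 1.53 (SE 0.21, adjusted p = 7.35e-05) in DT-C/W-C and 1.55 (adjusted p = 6.49e-05) in DT-D2/W-D2, and Glyma.19G198800 by 1.32 (adjusted p = 3.98e-04) in DT-D2/W-D2. Of 6 galactinol and raffinose synthesis probes 2 were higher in DT-C/W-C and 2 in DT-D2/W-D2. The raffinose synthase family gene Glyma.17G111400 (DIN10) differed by 1.88 (SE 0.18, adjusted p = 1.2e-06) in DT-C/W-C and 1.28 (adjusted p = 9.13e-05) in DT-D2/W-D2. Both proline metabolism probes were higher in DT-C/W-C, Glyma.18G278900 by 2.40 (adjusted p = 4.53e-06) and Glyma.19G042900 by 1.51 (adjusted p = 3.4e-05), and both match the proline dehydrogenase gene AT5G38710.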

Results summarized in Figure 5 indicated that the short-term dehydration-induced expression changes might be more highly required for enhanced drought tolerance of DT2008 vs. W82 than the prolonged dehydration-induced ones, as significantly higher number of DEGs were identified in DT-D2/WT-D2 comparison than DT-D10/WT-D10 comparison. With regard to dehydration-upregulated genes with higher expression levels in DT2008 roots vs. W82 roots under well-watered conditions (Supplementary Tables S11A–C), *Glyma.14G216500* encodes an ortholog STH2 (salt tolerance homolog2) (Table 1), a B-box TF that can act as a positive regulator of photomorphogenesis and anthocyanin biosynthesis (Datta et al., 2007). This gene might play a role in enhanced tolerance of DT2008 as anthocyanins are known to protect plants against various environmental stresses, including drought (Pourcel et al., 2007). 

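Glyma.14G216500 (STH2) differed most between the cultivars before stress. Its log2 value was -1.50 ± 0.16 (SD, n = 3) in W-C and 0.64 ± 0.13 in DT-C, a difference of 2.14 (SE 0.18, adjusted p = 2.81e-07). In W82 it rose to -0.03 ± 0.06 at 2 h, by 1.47 (SE 0.18, adjusted p = 3e-05), and stood at -0.96 ± 0.38 at 10 h. DT2008 did not share the rise, with 0.04 (adjusted p = 0.939) in DT-D2/DT-C and -0.73 (adjusted p = 0.0093) in DT-D10/DT-C. The responses differed between the cultivars by -1.43 (adjusted p = 0.0147) at 2 h and -1.27 (adjusted p = 0.0351) at 10 h. The call at 2 h was lost without repeat 1 of W-C (adjusted p = 0.051) and after quantile normalization (-1.16, adjusted p = 0.0764). At 10 h it was lost without any of 9 arrays, with adjusted p from 0.0501 to 0.0911, with only the arrays compared (0.071), with eBayes with trend and robust (0.0785) and after quantile normalization (-0.75, 0.331). Under dehydration its surplus in DT2008 was below 2-fold, at 0.71 (adjusted p = 0.0127) and 0.87 (adjusted p = 0.00687).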

Modulation of the signaling molecule phospholipids, which involved in regulation of plant response to environmental stimuli, through *Glyma.04G083000* (induced by dehydration in both DT2008 and W82 background, Table 1) and *Glyma.20G189100* that encode putative proteins with function in phosphoinositide signaling, might also be responsible for increased tolerance of DT2008 to drought (Liu et al., 2013). 

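Both phosphoinositide genes were higher in DT2008 before stress. Glyma.04G083000 rose in W82 from the lowest W-C level to -0.59 ± 0.29 (SD, n = 3) in W-D2 and 0.56 ± 0.21 in W-D10, by 2.76 (SE 0.17, adjusted p = 5.68e-09) and 3.90 (SE 0.17, adjusted p = 4.72e-11). In DT2008 it reached 1.12 ± 0.21 and 0.80 ± 0.18, rises of 3.07 (adjusted p = 1.04e-09) and 2.75 (adjusted p = 3.93e-09), the second of which cyclic loess normalization turned to -0.05. It also ended the other calls, leaving 0.09 (adjusted p = 0.791) in DT-D2/DT-C, 0.46 (adjusted p = 0.0818) in W-D2/W-C and 0.85 in W-D10/W-C. DT2008 stayed above W82 at 2 h, by 1.70 (adjusted p = 2.02e-06), and no longer at 10 h, with 0.24 (adjusted p = 0.522). The interaction at 10 h was -1.15 (adjusted p = 0.0371), and was lost without any of 7 arrays, with adjusted p from 0.0767 to 0.0992, with a replicate block (0.0549), with eBayes with trend and robust (0.124), after cyclic loess (-0.89, 0.0791) and after quantile normalization (-0.63, 0.336). Glyma.20G189100 went from -0.97 ± 0.06 in W-C to 0.08 ± 0.09 in W-D10, by 1.05 (SE 0.14, adjusted p = 4.41e-05), and from 0.05 ± 0.11 in DT-C to -0.19 ± 0.30 in DT-D10. Its rise at 10 h in W82 was 0.99 without repeat 1 of W-D10 and 0.93 after quantile normalization. The difference in DT-C/W-C was 1.02 (SE 0.14, adjusted p = 9.97e-05), and 0.999 without repeat 3 of W-C, 0.96 without repeat 2 of DT-C and 0.87 after quantile normalization. The responses of this gene differed at 10 h by -1.29 (adjusted p = 0.00677).

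**Figure D4:**
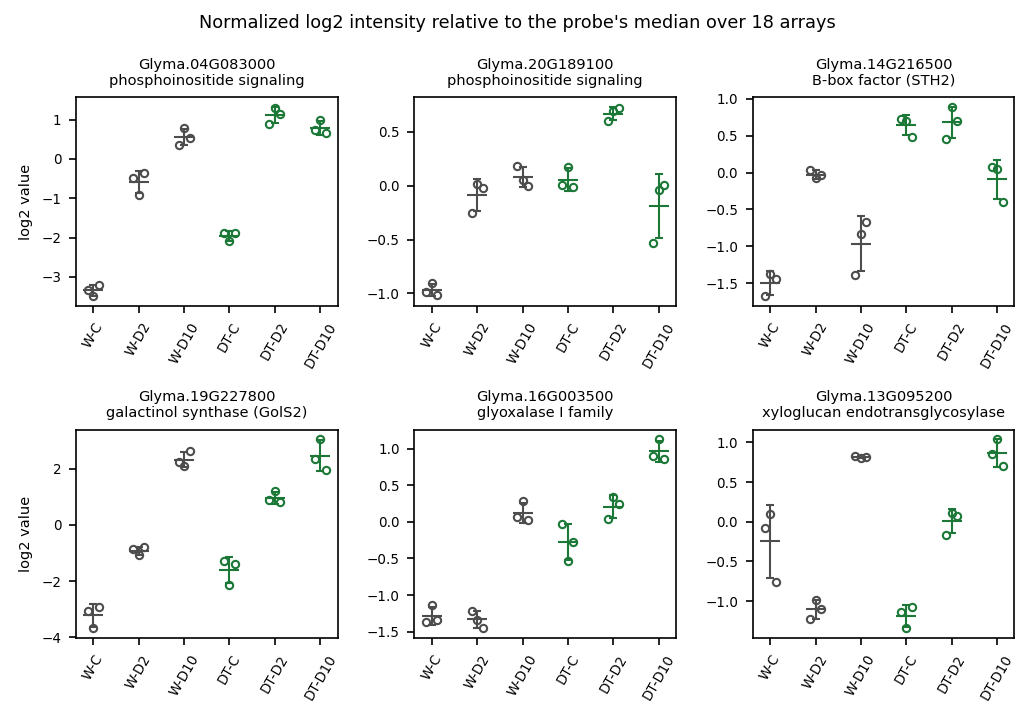
Normalized log2 intensity relative to the median of the probe over 18 arrays (y axis) in the 6 groups of roots (x axis) for Table 1 genes that are higher in DT2008. Circles are single arrays, and bars give the mean ± SD of 3 arrays. In all but the xyloglucan gene the 3 DT-C arrays lie above the 3 W-C arrays.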

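Glyma.19G227800 (GolS2) rose to -0.92 ± 0.15 (SD, n = 3) in W-D2 and to 0.97 ± 0.21 in DT-D2, a difference between cultivars of 1.89 (SE 0.27, adjusted p = 1.09e-04). It had differed by 1.62 (adjusted p = 4.63e-04) before stress, and by 10 h the difference was 0.13 (adjusted p = 0.867). Glyma.16G003500, of the glyoxalase I family, was higher by 1.54 (SE 0.15, adjusted p = 1.73e-06) in DT-D2/W-D2, and by 0.84 (adjusted p = 0.00182) in DT-D10/W-D10. It rose at 10 h in both cultivars, by 1.41 (adjusted p = 2.2e-06) in W82 and 1.24 (adjusted p = 1.21e-05) in DT2008, or 0.44 and 0.24 after cyclic loess. Its difference before stress, 1.01 (adjusted p = 1.59e-04), was 0.97 without repeat 1 of W-C, 0.98 without repeat 3 of W-C, 0.89 without repeat 1 of DT-C and 0.79 after quantile normalization. Glyma.13G095200, a xyloglucan endotransglycosylase gene, stayed below the threshold at 2 h in W82, with -0.86 (adjusted p = 0.00481), and rose in DT2008, by 1.19 (SE 0.18, adjusted p = 1.57e-04), or 0.95 after quantile normalization and 0.96 after cyclic loess. The responses differed by 2.05 (SE 0.25, adjusted p = 0.00108), and DT-D2 stood above W-D2 by 1.11 (adjusted p = 3.9e-04). By 10 h it had risen in both cultivars, by 1.06 (adjusted p = 3.46e-04) in W82, or 0.81 without repeat 3 of W-C, 0.98 after quantile normalization, 0.89 after cyclic loess and 0.996 with arrayWeights, and by 2.05 (adjusted p = 3.01e-07) in DT2008.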

As for the dehydration-inducible genes showing higher transcription levels in DT2008 roots vs. W82 roots under dehydration (Supplementary Tables S11D–F), *Glyma.19G227800, Glyma.16G003500*, and *Glyma.13G095200* encoding osmoprotectant biosynthesis-, detoxification- or cell wall-related proteins (Table 1), such as the orthologs of *Arabidopsis* AtGOLS2 (*Arabidopsis thaliana* galactinol synthase 2), glyoxalase I family protein and xyloglucan endotransglycosylase, may play important roles in better adaptation of DT2008 to drought relative to W82 as supported by previous studies (Xu et al., 1995; Taji et al., 2002; Kaur et al., 2014).

**Table 1:** **List of several candidate genes that might contribute to higher drought tolerance of DT2008 vs. W82**.

**Glyma 2 ID**	***Arabidopsis* ortholog**	**Description**	**W-D/W-C**	**DT-D/DT-C**	**DT-C/W-C**	**DT-D2/W-D2**	**DT-D10/W-D10**
			**Responsiveness**	**Responsiveness**	**Fold change (*q* < 0.05)**	**Fold change (*q* < 0.05)**	**Fold change (q < 0.05)**
*Glyma.04G083000*	*AT3G22810*	Putative phosphoinositide binding protein	Induced	Induced	2.61	Unchanged	Unchanged
*Glyma.20G189100*	*AT3G10550*	Putative inositol or phosphatidylinositol phosphatase	Induced	None	2.03	Unchanged	Unchanged
*Glyma.14G216500*	*AT1G75540*	Similar to STH2 (salt tolerance homolog2)	Induced	None	4.40	Unchanged	Unchanged
*Glyma.13G095200*	*AT4G25810*	Similar to XTR6 (xyloglucan endotransglycosylase 6)	None	Induced	Unchanged	2.16	Unchanged
*Glyma.16G003500*	*AT1G80160*	Similar to GLYI7 (glyoxylase I 7)	Induced	None	Unchanged	2.91	Unchanged
*Glyma.19G227800*	*AT1G56600*	Similar to AtGOLS2 (*A.thaliana* galactinol synthase 2)	Induced	Induced	Unchanged	3.70	Unchanged
*Glyma.02G069400*	*AT4G18710*	Similar to BIN2 (brassinosteroid-insensitive 2)	Repressed	Repressed	−3.56	Unchanged	Unchanged
*Glyma.06G050900*	*AT5G36250*	Similar to protein phosphatase 2C 74	Repressed	Repressed	−3.23	−2.30	Unchanged
*Glyma.08G254400*	*AT3G30530*	Similar to bZIP42	Repressed	Repressed	Unchanged	Unchanged	−2.05
*Glyma.12G202400*	*AT4G03415*	Similar to protein phosphatase 2C 52	Repressed	None	−2.11	Unchanged	Unchanged

W-D/W-C represents W-D2/W-C and/or W-D10/W-C (W82-dehydrated-2 h and/or 10 h vs. W82-well-watered control-0 h); DT-D/DT-C represents DT-D2/DT-C and/or DT-D10/DT-C (DT2008-dehydrated-2 h and/or 10 h vs. DT2008-well-watered control-0 h); DT-D2/W-D2, DT2008-dehydrated-2 h vs. W82-dehydrated-2 h; DT-D10/W-D10, DT2008-dehydrated-10 h vs. W82-dehydrated-10 h.

Additionally, dehydration-repressible genes with lower expression level in drought-tolerant DT2008 roots than drought-sensitive W82 might also contribute to the better performance of DT2008 vs. W82 under drought. 

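The BIN2-like kinase gene Glyma.02G069400 was lower in DT2008 throughout. Its log2 values were 1.61 ± 0.15 (SD, n = 3) in W-C, 1.05 ± 0.32 in W-D2 and 0.35 ± 0.22 in W-D10, and -0.22 ± 0.08, -0.63 ± 0.13 and -1.50 ± 0.10 in DT2008. The differences were -1.83 (SE 0.16, adjusted p = 4.15e-07) in DT-C/W-C, -1.68 (adjusted p = 1.4e-06) in DT-D2/W-D2 and -1.84 (adjusted p = 5.12e-07) in DT-D10/W-D10. Dehydration for 10 h repressed it in both cultivars, with -1.26 (SE 0.16, adjusted p = 1.9e-05) in W82 and -1.27 (SE 0.16, adjusted p = 2.02e-05) in DT2008, with a difference in response of -0.01 (adjusted p = 0.992). At 2 h the changes were below 2-fold, with -0.56 (adjusted p = 0.0375) and -0.41 (adjusted p = 0.113).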

Among the dehydration-repressible genes that had lower expression levels in DT2008 than W82 under well-watered conditions (Supplementary Tables S12A–C), *Glyma.02G069400* codes for an ortholog of *Arabidopsis* BIN2 (brassinosteroid-insensitive 2) (Table 1). It was reported that the rice ortholog of BIN2, the OsGSK1 (glycogen synthase 3-like protein kinase), acts as a negative regulator of plant responses to multiple stresses, including drought (Koh et al., 2007). Repression of *Glyma.02G069400* might therefore contribute to increased drought tolerance of DT2008. Another example is *Glyma.12G202400* encoding a protein with high homology to an *Arabidopsis* phosphatase 2C protein (AT4G03415) (Table 1) that might be involved in drought response perhaps through its interaction with CPK16 of Ca^2+^-dependent protein kinase/sucrose non-fermenting related kinase (CPK/SnRK) superfamily (Curran et al., 2011). 

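Glyma.12G202400 fell at 10 h in W82, from 1.04 ± 0.08 (SD, n = 3) in W-C to 0.01 ± 0.15 in W-D10, with -1.03 (SE 0.14, adjusted p = 5.21e-05). The change was -0.99 without repeat 3 of W-C, -0.96 without repeat 3 of W-D10, -0.93 after quantile normalization and -0.99 with arrayWeights. In DT2008 the fall was -0.84 (adjusted p = 5.06e-04), under 2-fold. DT-C, at -0.04 ± 0.13, stood as low before stress as W82 did after 10 h, with a difference of -1.08 (SE 0.14, adjusted p = 6.05e-05) in DT-C/W-C, or -0.997 after cyclic loess. In DT-D2/W-D2 the difference was -1.05 (adjusted p = 7.95e-05), or -0.92 without repeat 1 of W-D2, and in DT-D10/W-D10 it was -0.88 (adjusted p = 8.61e-04). At 2 h the changes were below 2-fold, with -0.16 (adjusted p = 0.599) in W82 and -0.13 (adjusted p = 0.655) in DT2008.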

CPK16 has been known to be implicated in regulation of root gravitropism that is a trait important for plant response to water stress (Kirkham, 2008; Huang et al., 2013). With regard to the dehydration-repressible genes that displayed lower expression levels in DT2008 roots than W82 roots under dehydration (Figure 5C; Supplementary Tables S12D–F), *Glyma.06G050900* and *Glyma.08G254400* encoding phosphatase 2C and bZIP orthologs of *Arabidopsis*, respectively, caught our attention (Table 1). *Glyma.06G050900* exhibited lower expression in DT2008 roots than W82 roots under both normal and dehydration conditions (Table 1). It is well established that many members of the phosphatase 2C family are involved in stress signaling (Schweighofer et al., 2004). 

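For Glyma.06G050900 the log2 values fell with the time of dehydration in both cultivars, from 1.51 ± 0.07 (SD, n = 3) in W-C to 0.57 ± 0.20 in W-D2 and 0.17 ± 0.17 in W-D10, and from -0.18 ± 0.16 in DT-C to -0.63 ± 0.12 and -1.22 ± 0.10 in DT2008. The 10 h change was -1.34 (SE 0.14, adjusted p = 1.96e-06) in W82. In DT2008 it was -1.04 (SE 0.14, adjusted p = 4.34e-05), or -0.95 without repeat 2 of DT-C and -0.9998 without repeat 1 of DT-D10. DT2008 was lower, with differences of -1.69 (SE 0.14, adjusted p = 2.24e-07) in DT-C/W-C, -1.20 (adjusted p = 1.53e-05) in DT-D2/W-D2 and -1.39 (adjusted p = 3.8e-06) in DT-D10/W-D10. The responses of the cultivars did not differ past the threshold, with 0.49 (adjusted p = 0.33) at 2 h and 0.30 (adjusted p = 0.609) at 10 h.

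**Figure D5:**
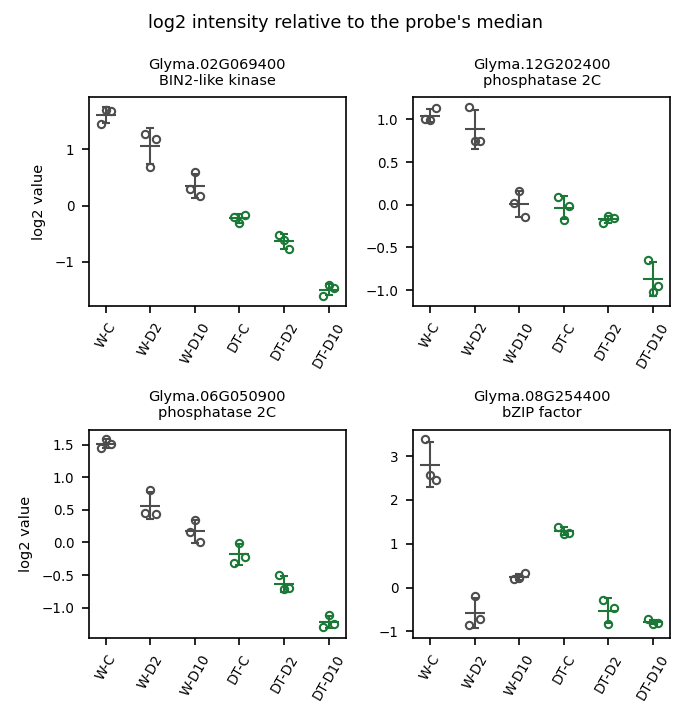
Normalized log2 intensity relative to the median of the probe over 18 arrays (y axis) in the 6 groups of roots (x axis) for Table 1 genes that are lower in DT2008. Circles are single arrays, and bars give the mean ± SD of 3 arrays. All DT-C arrays lie below all W-C arrays in each of the 4 genes.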

Several phosphatase 2C proteins have been found to act as negative regulators of ABA signaling (Umezawa et al., 2010). 

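The bZIP gene Glyma.08G254400 had its highest level in undried W82 roots, 2.80 ± 0.51 (SD, n = 3), and fell to -0.58 ± 0.35 in W-D2 and 0.25 ± 0.07 in W-D10. These are changes of -3.39 (SE 0.21, adjusted p = 9.92e-09) and -2.56 (SE 0.21, adjusted p = 1.26e-07). In DT2008 it fell from 1.28 ± 0.09 in DT-C, with changes of -1.81 (adjusted p = 1.12e-05) and -2.07 (adjusted p = 1.97e-06). The fall at 2 h was smaller in DT2008 by 1.58 (adjusted p = 0.023), a call lost without repeat 1 or 3 of W-D2, repeat 3 of DT-C or repeat 3 of DT-D2, with adjusted p of 0.07, 0.0603, 0.0509 and 0.0678, with only the arrays compared (0.0719) and with eBayes with trend and robust (0.085). The differences between DT2008 and W82 were -1.52 (SE 0.21, adjusted p = 9.86e-05) before stress, or -0.98 after quantile normalization, 0.06 (adjusted p = 0.908) at 2 h and -1.04 (adjusted p = 0.00634) at 10 h, or -0.996 without repeat 3 of W-D10 and -0.67 (adjusted p = 0.0842) after cyclic loess. From published reports that several bZIP TFs act against drought tolerance, among them OsbZIP52 of rice, the paper reasons that lowering such a gene would let plants adapt better.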

As for *Glyma.08G254400*, although there is no specific information either for this gene or its highest *Arabidopsis* homolog (AT3G30530/AtbZIP42), there have been published reports that several bZIP TFs act as negative regulators of drought tolerance. For instance, overexpression of *OsbZIP52* in rice significantly enhanced sensitivity of transgenic plants to cold and drought stresses (Liu et al., 2012). Thus, downregulation of such a gene would allow plants to adapt better to adverse environmental conditions.

In summary, our comparative analysis of root transcriptomes of DT2008 and W82 under both well-watered and dehydration conditions have allowed us to identify genetic components that might contribute to the improved drought tolerance of DT2008. Our study also provides a useful genetic resource for scientists with interests in basic and/or applied research to carry out further in-depth gene characterization and functional analyses. This in turn will contribute to deeper understanding of mechanisms regulating drought responses and adaptation in soybean, which ultimately leads to development of soybean cultivars with improved tolerance to drought.

## Materials and methods

### Plant growth and dehydration treatment

W82 and DT2008 soybean plants were separately grown in pots containing vermiculite (6 plants per 6-liter pot) under well-watered conditions in a controlled greenhouse (continuous 30°C temperature, photoperiod of 12/12 h, 150 μmol m^−2^ s^−1^ photon flux density). For the collection of well-watered and dehydrated root tissues, 14-d-old soybean plants with two trifoliate leaves (V2 stage) were carefully removed from pots, then gently washed to remove soil from the roots. Subsequently, the W82 and DT2008 plants were dried on a filter paper for different time periods under the condition of 44% relative humidity, 23°C room temperature and 10 μmol m^−2^ s^−1^ photon flux light intensity. The severity of the stress level was measured by determination of RWC of the aerial parts of dehydrated plants. After the dehydration treatment, plants dehydrated for 0, 2, and 10 h were collected and the roots were separated from the shoots. Root samples were quickly frozen in liquid nitrogen and stored at −80°C until RNA purification. Accordingly, the following root samples were collected in three biological replicates from W82 and DT2008 plants for microarray analysis: W82 well-watered control 0 h (W-C), W82 dehydrated 2 h (W-D2), W82 dehydrated 10 h (W-D10), DT2008 well-watered control 0 h (DT-C), DT2008 dehydrated 2 h (DT-D2); DT2008 dehydrated 10 h (DT-D10).

### Microarray analysis of the root samples using 61K affymetrix microarray

RNAs were extracted from root samples using the Trizol reagent (Invitrogen, Carlsbad, CA, USA) as recommended by the manufacturer's protocol. Purified total RNA was subsequently subjected to a DNase I treatment prior to the quality assessment by an Agilent 2100 Bioanalyzer (Le et al., 2011a). For microarray analysis, cDNA synthesis, cRNA amplification, and synthesis of sense strand cDNAs were carried out using the Ambion WT expression kit. cDNA labeling was carried out using Affymetrix GeneChip WT Terminal Labeling Kit according to the supplier's instructions. Hybridization and scanning of hybridized arrays (G2505B microarray scanner, Agilent Technologies) were performed as described previously (Nishiyama et al., 2012). Three biological replicates collected from each treatment were subjected to the microarray experiment. Microarray data were analyzed using Affymetrix Expression Console with library supplied from Affymetrix and GeneSpring (Ver. 11) as essentially described (Le et al., 2012b). Statistical significance of each gene in each treatment (*p*-value) was estimated by a Student's *t*-test, while its certainty level (the corrected *p*-values, i.e., *q*-values) was assessed using Benjamini and Hochberg False Discovery Rate. Genes with expression change ≥2-fold (*q* < 0.05) were regarded to be differentially expressed. The obtained microarray data have been deposited in the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/browse/?view=series) (accession number GSE65553)^1^.

### MapMan analysis of the root transcriptomes

MapMan (http://mapman.gabipd.org) was used to annotate and analyze the microarray data as according to previously published methods (Thimm et al., 2004; Le et al., 2012b; Nishiyama et al., 2012; Ha et al., 2014). The lists containing DEGs obtained from corresponding comparisons were supplied to MapMan for classification of DEGs into functional groups.

### Validation of microarray data by RT-qPCR

Several genes were randomly selected for verification of the microarray data using RT-qPCR.

The specific primer pairs used in RT-qPCR were listed in Supplementary Table S8. The *Fbox* gene was used as a reference gene in the RT-qPCR analysis of RNA samples from three biological replicates (Le et al., 2012a). Preparation of cDNAs from DNase I-treated RNA samples for RT-qPCR was performed as previously described (Le et al., 2011b).

## Author contributions

L-SPT conceived research and wrote the manuscript. CVH, YW, UTT, DTL, MT, and KHN performed the experiments and analyzed the data. MS and DVN contributed research materials.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

^1^Accession number to microarray data deposited at Gene Expression Omnibus database: GSE65553.

# Supplementary material for: Comparative analysis of root transcriptomes from two contrasting drought-responsive Williams 82 and DT2008 soybean cultivars under normal and dehydration conditions
**Source:** Front Plant Sci. 2015 Aug 7;6:551. doi: 10.3389/fpls.2015.00551
**Supplement:** Supplementary file 13

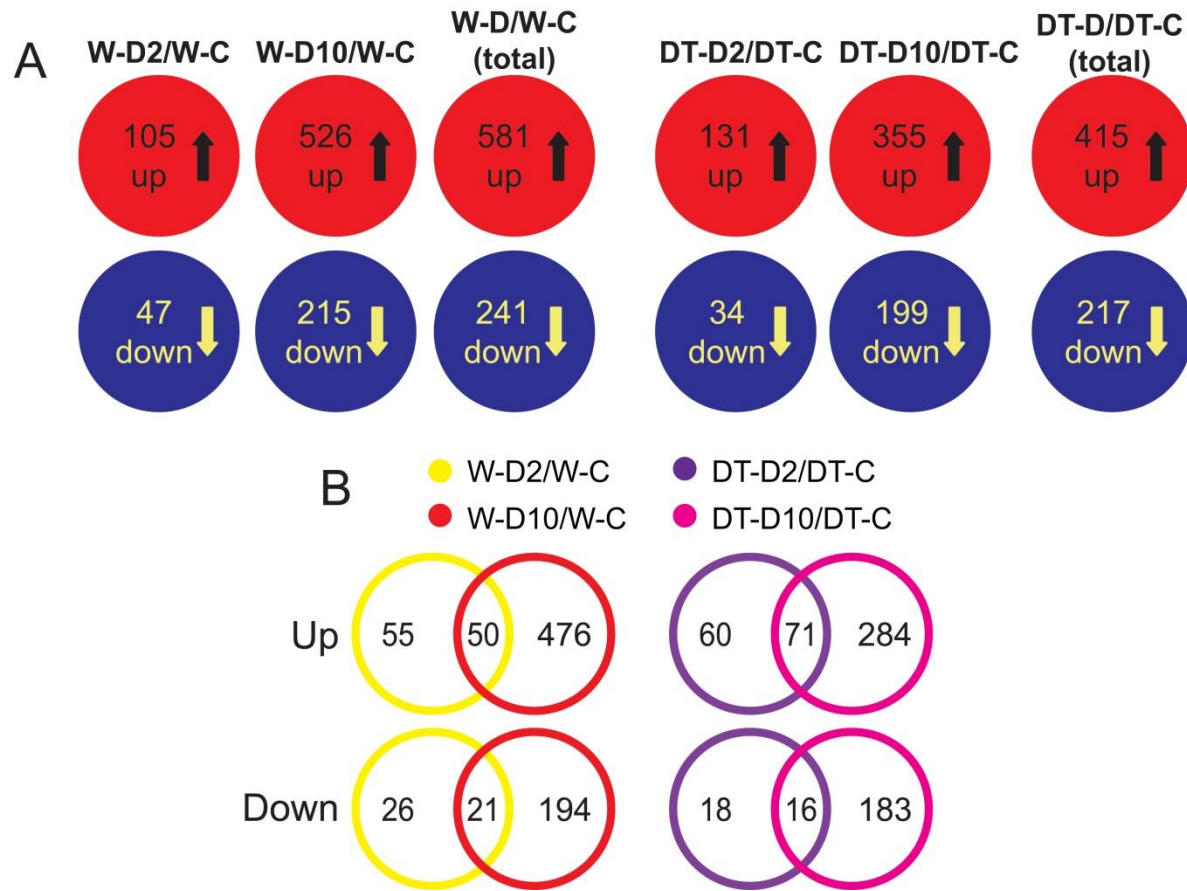

Supplementary Figure S1. Summary of the results of the microarray analysis. (A)

Upregulated and downregulated genes identified in each comparison from 38172 genes annotated by Glyma v2.0 with high confidence. Data were obtained from the results of three independent microarray experiments of three biological repeats. (B) Effect of stress intensity on gene expression in roots of W82 and DT2008 as indicated by Venn analysis of differentially expressed gene sets identified in (A).

W-D2/W-C, W82–dehydrated-2h vs. W82–well-watered control-0h; W-D10/W-C, W82–dehydrated-10h vs. W82–well-watered control-0h; W-D/W-C represents W-D2/W-C and/or W-D10/W-C (W82–dehydrated-2h and/or 10h vs. W82–well-watered control-0h); DT-D2/DT-C, DT2008–dehydrated-2h vs. DT2008–well-watered control-0h; DT-D10/DT-C, DT2008–dehydrated-10h vs. DT2008–well-watered control-0h; DT-D/DT-C represents DT-D2/DT-C and/or DT-D10/DT-C (DT2008–dehydrated-2h and/or 10h vs. DT2008–well-watered control-0h).

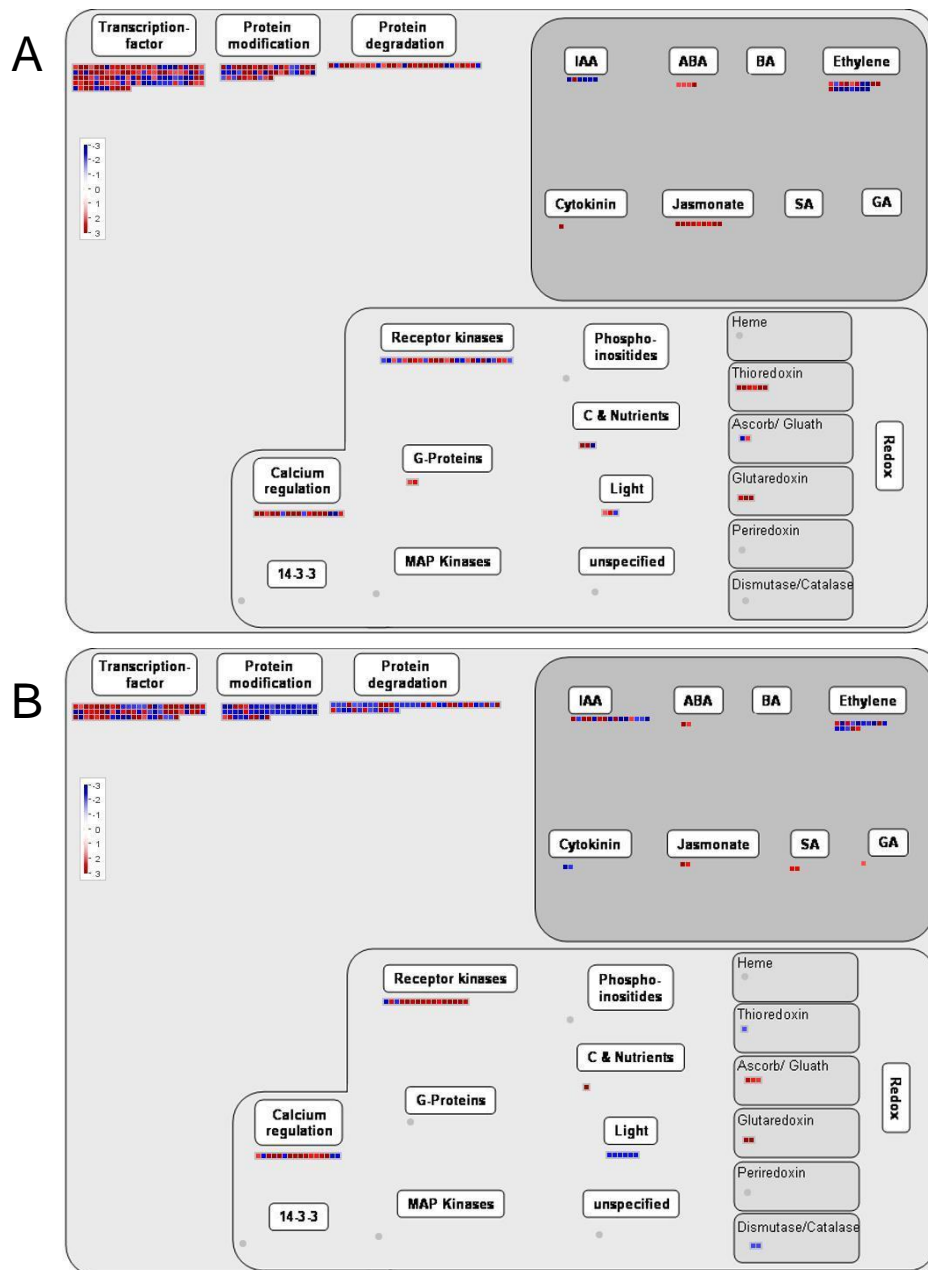

Supplementary Figure S2. Diagrammatic representation of regulation-related DEGs obtained from microarray analysis of DT2008 and W82 roots under normal and dehydration conditions. (A) DEGs from W-D/W-C comparison were used in MAPMAN analysis. (B) DEGs from DT-D/DT-C comparison were used in MAPMAN analysis. Blue and red colors indicate downregulation and upregulation, respectively. Fold changes in gene expression were indicated by colored bars in each panel. W-D/W-C represents W-D2/W-C and/or W-D10/WC (W82–dehydrated-2h and/or 10h vs. W82–well-watered control-0h); DT-D/DT-C represents DT-D2/DT-C and/or DT-D10/DT-C (DT2008–dehydrated-2h and/or 10h vs. DT2008–well-watered control-0h).

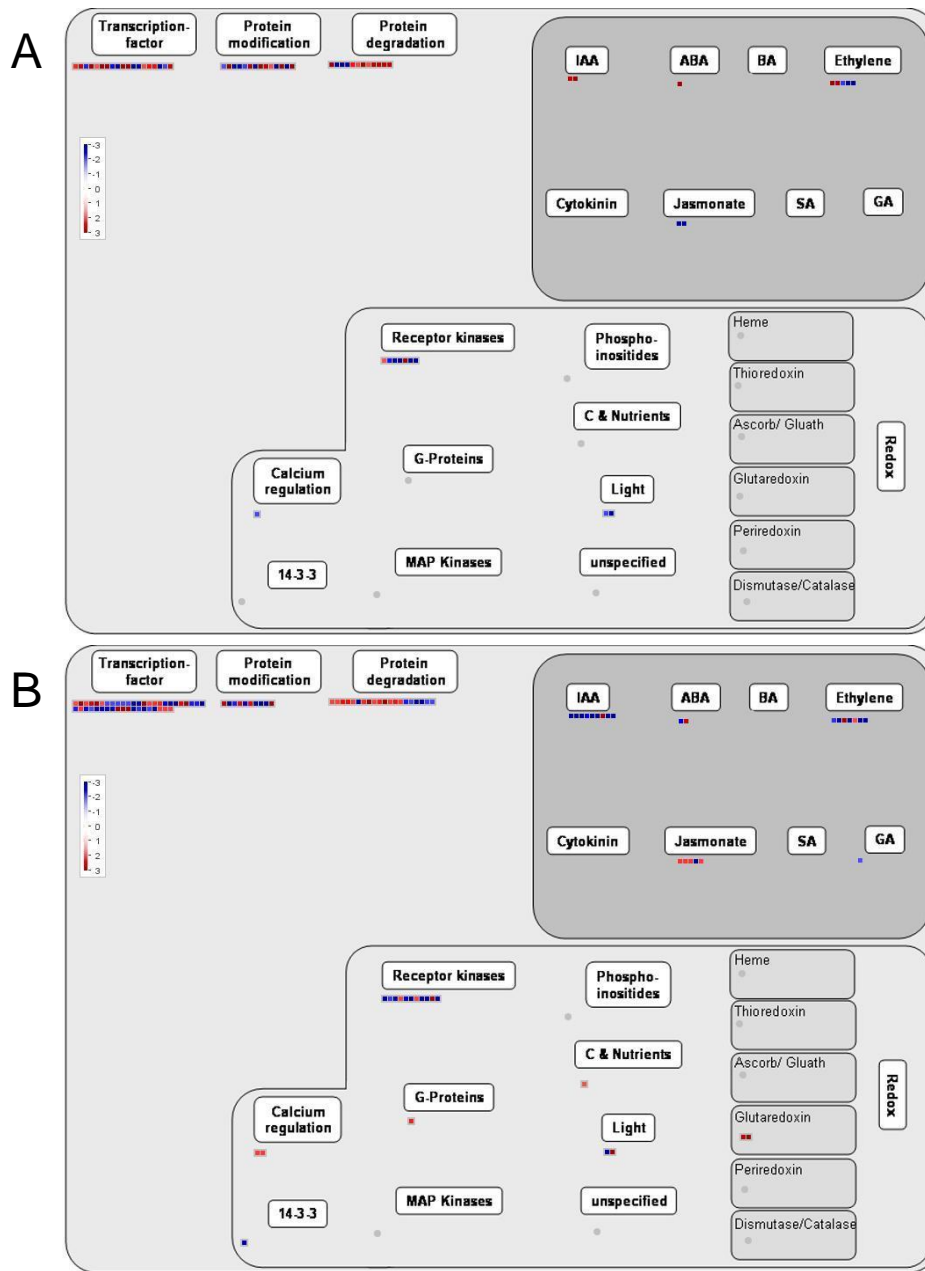

Supplementary Figure S3. Diagrammatic representation of regulation-related DEGs obtained from comparative analysis of DT2008 and W82 root transcriptomes. (A) DEGs from DT-C/W-C comparison were used in MAPMAN analysis. (B) DEGs from DT-D/W-D comparison were used in MAPMAN analysis. Blue and red colors indicate downregulation and upregulation, respectively. Fold changes in gene expression were indicated by colored bars in each panel. DT-C/W-C, DT2008–well-watered control-0h vs. W82–well-watered control-0h; DT-D/W-D represents DT-D2/W-D2 (DT2008–dehydrated-2h vs. W82–dehydrated-2h) and/or DT-D10/W-D10 (DT2008–dehydrated-10h vs. W82–dehydrated-10h).

How the deposited data were processed for this re-analysis (not part of the article)

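Roots of 14-d-old W82 and DT2008 plants dehydrated for 0, 2 or 10 h had been hybridized to the 66K Soybean GeneChip, with 3 arrays in each of 6 groups (W-C, W-D2, W-D10, DT-C, DT-D2 and DT-D10). The deposited values are log2 values of 66195 probes on 18 arrays, which the authors made from the scanned intensities with RMA in Affymetrix Expression Console according to the notes submitted with the data; the methods name GeneSpring version 11 for the later steps. Versions of Expression Console and RMA are not given. In the values as deposited by the authors every probe is centred on its own median over the 18 arrays, so that each is a log2 ratio to that median and the brightness of a probe is not in the values. The array medians lay between -0.02 and 0.02. All 18 arrays were used, and no new scaling was applied for the values reported at the claims.

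Group means were fitted to all 18 arrays together with limma 3.58.1 (lmFit, contrasts.fit, eBayes) in R 4.3.3, with 12 residual and 6.28 prior degrees of freedom and a median residual SD of 0.22. From the same fit came 7 comparisons between groups and 2 interactions of cultivar and dehydration, at 2 h and at 10 h. A probe was called when its Benjamini-Hochberg adjusted p over all 66195 probes was under 0.05 and its change at least 2-fold, the thresholds of the paper. Group values are means and SDs of 3 arrays, changes are log2 differences with the standard error (SE) of the fit, and adjusted p are those of limma unless another test is named. Overlaps of calls were set beside the number that independent calls would share and beside simulated unchanged groups with the same controls. Tested on simulated data with the spread of each probe, limma recovered 40 to 52% of 100 changes of 2-fold per comparison and 98 to 100% of those of 4-fold, with 2 to 7 false calls, while Student's t-test with Benjamini-Hochberg adjustment recovered 0 to 5% of the changes of 4-fold. Few probes were changed in that simulation, and the Benjamini-Hochberg cut-off depends on their share, so recovery in the real data can differ.

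Genes were taken from the probe identifiers in the parts of the paper's supplementary tables used here, which cover 2975 probes, and from the array's gene symbols, of which 3055 probes have exactly 1 and 51 several. With both sources 5833 probes were paired with exactly 1 gene; the other probes were counted and not named. Named are (1) every gene that the paper names in its text, Table 1 or Figure 2, whose values in the paper's tables had been seen; (2) per comparison the 10 largest increases and the 10 largest decreases among called probes with exactly 1 gene whose 3 values in one group all lie outside the range of the other group's 3; and (3) per gene list up to 4 called members with the lowest adjusted p in the comparison described. Fewer are given in places, in the order of the rule. Gene lists were made from the gene descriptions in the supplementary tables, which hold genes that the study selected on these arrays, and from the array symbols; photosynthesis genes and nodulins served as markers of shoot and nodule tissue. Lists from symbols with at least 5 genes were tested with camera at an inter-gene correlation of 0.01, over the genes with a symbol, with Benjamini-Hochberg adjustment over lists and comparisons, and again with camera's estimated correlation and with fry. Tested on simulated data, camera called 2 of 2 raised lists and 0 of 103 unchanged ones, counting list and comparison pairs.

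The alternatives tried were the Student's t-test of the methods, a fit of only the arrays of the groups compared, a replicate block, centring of each array on its median, quantile normalization, cyclic loess, only probes paired with exactly 1 gene, no fold threshold, arrayWeights, eBayes with trend and robust, and leaving out each array in turn. Tables and figures were made with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9. The relative water contents, root traits and RT-qPCR results of the paper were not analysed here.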

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

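The tests on low-oxygen genes, the ratios of lower to higher probes taken for each time alone and the regroupings of the arrays in the 7 comparisons between groups were chosen only after the results were seen.

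The dehydration response differed between the cultivars, by the interaction test, for 190 probes that were more positive and 88 that were more negative in DT2008 at 2 h, and for 103 and 158 at 10 h. Chance can be excluded for the totals, since 1 of 100 regroupings of the arrays, the real one, reached 278 at 2 h and 1 of 100 reached 261 at 10 h, and the highest of the others were 18 and 7. The totals moved with single arrays: without DT-D2 replicate 1 they were 512 and 303 at 2 h, without DT-D2 replicate 2 they were 92 and 34, without DT-D10 replicate 1 they were 46 and 69 at 10 h, and without W-D10 replicate 3 they were 127 and 232.

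Of genes with a name, chosen by size after their values were seen, the largest differences between the cultivars in the response at 2 h were those of Glyma.06G297600, a wound-responsive family gene, at 3.54 (adjusted p = 6.9e-04), with -3.80 in W82 and -0.25 in DT2008; Glyma.07G023000 (NDF1), at 3.33 (adjusted p = 0.00317), with 1.35 and 4.67; Glyma.05G187100, at 3.00 (adjusted p = 0.0112), with 0.34 and 3.34; Glyma.14G081500, at 2.52 (adjusted p = 0.00317), with 0.29 and 2.81; and Glyma.17G151700 (EXLB1), at 2.42 (adjusted p = 0.022), with 2.07 and 4.49. Glyma.17G151700 missed the threshold without W-C replicate 1 (2.29, adjusted p = 0.0711), W-C replicate 2 (2.41, 0.0549), W-D2 replicate 1 (2.15, 0.0638), W-D2 replicate 2 (2.15, 0.0607), DT-C replicate 3 (2.37, 0.0515), DT-D2 replicate 2 (2.32, 0.0677) or DT-D2 replicate 3 (2.33, 0.0679), and its adjusted p over all alternatives ranged from 8.03e-04 to 0.0711. For each of these 5 genes and of the 5 at 10 h, the changes of the 3 dehydrated DT2008 arrays from the DT-C mean all lay to one side of those of the 3 dehydrated W82 arrays from the W-C mean. Genes chosen as the largest called differences tend to show this, and the changes of a cultivar share 1 control mean. It is therefore no further support. A difference in response also contains the difference before stress, and Glyma.06G297600 stood far higher in W-C than in DT-C.

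At 10 h the largest were those of Glyma.05G220500 (CYP716A1), at 3.30 (adjusted p = 0.0245), with -1.85 in W82 and 1.45 in DT2008; Glyma.06G297600, at 3.06 (adjusted p = 0.0019), with -3.21 and -0.15; Glyma.04G049200 (BCAT-2), at -2.78 (adjusted p = 0.027), with 1.05 and -1.73; Glyma.10G115300, at 2.21 (adjusted p = 0.00189), with -1.03 and 1.19; and Glyma.16G037600, a plant cysteine oxidase gene, at 2.15 (adjusted p = 7.1e-04), with -3.25 and -1.10. Glyma.05G220500 missed the threshold without W-C replicate 1 (3.14, adjusted p = 0.068), W-D10 replicate 1 (3.04, 0.0662), W-D10 replicate 2 (3.08, 0.0702), DT-C replicate 1 (3.31, 0.0565), DT-D10 replicate 1 (3.07, 0.0753) or DT-D10 replicate 3 (3.14, 0.0688), and after quantile normalization (2.32, 0.12), over a range of 0.00665 to 0.12. Glyma.04G049200 missed it without W-C replicate 2 (-2.72, adjusted p = 0.0582), W-C replicate 3 (-2.75, 0.0565), W-D10 replicate 2 (-2.39, 0.0651), DT-C replicate 1 (-2.54, 0.0765), DT-D10 replicate 1 (-2.65, 0.0768) or DT-D10 replicate 3 (-2.66, 0.0717), and after quantile normalization (-2.33, 0.129), over a range of 0.00734 to 0.129.

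Orthologs of Arabidopsis low-oxygen genes, which the paper does not discuss as a group, were downregulated in dehydrated roots: of 19, all in tables that the study selected on these arrays, 16 were lower in W-D2/W-C and 11 in DT-D2/DT-C. For 9 of these genes that were lower in W-D10/W-C, the median change in DT-D10/DT-C was -1.74 (95% interval -2.64 to -0.99, 9 of 9 negative). That comparison uses no W-C array. However, the study's DT2008 tables may hold these 9 genes too, and their downregulated genes were chosen as lower in DT2008 on the same arrays. A negative median can then come from that choice. The test therefore cannot decide whether chance high values in the W-C arrays had a part, which stays open. Over the list, the median share of the 10 h change already reached at 2 h was 118% in W82 and 113% in DT2008. The fall may therefore come from taking the roots out of wet vermiculite and not from water loss, which stays open because no roots were kept moist for 2 or 10 h after removal. A response to dehydration itself also stays open, as an untested biological explanation.

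More probes were lower than higher in DT2008, by 1367 to 950 in DT-C/W-C, 1694 to 1093 in DT-D2/W-D2 and 797 to 346 in DT-D10/W-D10, but with no fold threshold the surplus turned in DT-C/W-C, where 3605 were lower and 4115 higher (46.7% lower), and the share of lower probes was 51.6% in DT-D2/W-D2 and 56.4% in DT-D10/W-D10. Under quantile normalization and cyclic loess the share of lower probes in DT-D10/W-D10 was 64.6% (95% interval 62.0 to 67.2) and 66.5% (63.7 to 69.3), against 69.7% in the values as deposited, so a surplus remained there under both. That share was 56.7% (54.4 to 59.0) and 55.9% (53.8 to 57.9) in DT-C/W-C, against 59.0%, where an interval of each reaches below 55%. In DT-D2/W-D2 it was 53.9% (52.1 to 55.7) and 64.7% (62.9 to 66.5), against 60.8%. Both methods were applied to values already normalized by RMA and centred per probe. They cannot show what another normalization of the intensities would give. An effect of normalization therefore cannot be told apart from a cultivar difference at any time. Among probes steady in W82 whose cultivar difference passed the test at 1 time and was small at another, the ratio of lower to higher ones was 1.09 (95% interval 0.968 to 1.22, 619 and 570 probes), which joins opposite ratios and decides nothing. It was 1.24 (1.07 to 1.44, 412 and 332) for probes passing at 2 h, 1.98 (1.33 to 2.97, 79 and 40) at 10 h and 0.677 (0.549 to 0.832, 157 and 232) at 0 h. Sequence differences between DT2008 and probes designed on W82, as the only source of the surplus, would give about as many lower as higher probes. The ratios at 2 and 10 h lie above that. All intervals here treat probes as independent and leave out variation between arrays, so the ratios do not decide it. Sequence as a part or the whole of the surplus stays open, and so do differences in transcript level between the cultivars.

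Fewer probes differed between the cultivars at 10 h (1143) than at 0 h (2317) or 2 h (2787). A larger spread between replicates is argued against, since the SD over probes of the cultivar difference, after subtracting the replicate variance, was 0.31 at 10 h against 0.40 at 0 h and 0.43 at 2 h, which is 77.5% of the lower of these (71.9 to 85.6% with 1 array of the 10 h groups left out). A mislabelled array is argued against by the position of the 10 h arrays between W82 (0) and DT2008 (1) on 1187 probes, at most 0.22 for W82 and at least 0.88 for DT2008. The W-D10 arrays stood at 0.18, 0.22 and 0.19, above the W-C and W-D2 arrays at -0.05 to 0.09. Slight mixing is therefore not excluded. The cultivars may thus become more alike under prolonged dehydration, a hypothesis found and tested on the same arrays.

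For each of the 7 comparisons the 6 arrays allow 10 splits into 3 and 3, too few for a share under 0.05. The real split was in each comparison the 1 of 10 with the most called probes, with 1797 against a highest other of 0 in W-D2/W-C, 3407 against 1 in W-D10/W-C, 2696 against 1 in DT-D2/DT-C, 2954 against 11 in DT-D10/DT-C, 2317 against 12 in DT-C/W-C, 2787 against 3 in DT-D2/W-D2 and 1143 against 2 in DT-D10/W-D10, all by limma; at an unadjusted p under 0.05 the real W-D2/W-C split gave 13605 probes, and the t-test called 211.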

How the results depend on the processing

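The tests, thresholds, gene lists by description, rule for named genes and all alternatives in this part were set before the data were examined, and no test here was chosen after a result was seen. The lists were not blind to the results, since descriptions and fold changes in the paper's tables, made from these arrays, had been seen when they were written. A clock list without the efflux carriers that the set pattern also matched was added to them. Of the alternatives set, a filter on dim probes at the 25th percentile or the median of probe means was not run, since brightness is not in the values; the choice of the brightest probe or the mean of the probes of a gene was not run for the same reason; and camera with an estimated correlation and fry were not run on the lists by description, whose genes the study selected. For arrays, signal over background limits what can be seen, and it could not be judged per probe, so that unchanged and undetected probes were not separated.

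All 58 counts stayed within 1.5 times their value when arrays were centred on their medians and when only the arrays of the groups compared were fitted. The calls of 418 and 407 of the 418 changes of named genes were as before. Directions held under centring, and in the second fit they could not change, since it uses the same group means. ArrayWeights left 54 counts within 1.5 times and 413 named calls, without a change of direction. With eBayes with trend and robust these were 54 and 410, and the changes themselves are the same there by construction. Quantile normalization left 51 counts within 1.5 times, ended 29 named calls and added 5; cyclic loess left 52, ended 35, added 1 and turned 27.

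By the Student's t-test of the methods, higher and lower probes numbered 150 and 61 in W-D2/W-C (limma 1212 and 585), 897 and 292 in W-D10/W-C (2307 and 1100), 221 and 42 in DT-D2/DT-C (1911 and 785), 582 and 296 in DT-D10/DT-C (1820 and 1134), 129 and 196 in DT-C/W-C (950 and 1367), 265 and 312 in DT-D2/W-D2 (1093 and 1694), and 24 and 57 in DT-D10/W-D10 (346 and 797). Shared calls fell to 85 higher and 25 lower for 2 h and 10 h in W82 (771 and 305), 131 and 22 in DT2008 (1084 and 317), 10 and 32 for DT-C/W-C and a dehydration response in either cultivar (212 and 414), 34 and 12 for DT-D/W-D and such a response (583 and 403), and 22 and 8 for the study's transcription factors in DT-D/DT-C (38 and 14). The t-test ended 120 named calls and left 247 as they were. Its changes are the same differences of group means as those of limma, so no direction could turn. The t-test estimates the spread of each probe from 6 arrays alone. In simulated data with 100 changes each of 2-fold and 4-fold among 66195 probes, it recovered at most 5% of those of 4-fold. The Benjamini-Hochberg cut-off depends on the share of changed probes. In the real comparisons 11379 to 18629 probes had an unadjusted p under 0.05 by limma, so the simulated recovery does not carry over to them.

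With only probes paired with exactly 1 gene, which tests 5833 probes, the numbers were 415 and 118 in W-D2/W-C, 817 and 232 in W-D10/W-C, 606 and 167 in DT-D2/DT-C, 680 and 286 in DT-D10/DT-C, 243 and 321 in DT-C/W-C, 335 and 362 in DT-D2/W-D2, 92 and 210 in DT-D10/W-D10, 48 more negative in DT2008 at 2 h (88) and 60 more positive at 10 h (103); shared calls were 321 and 75 in W82, 429 and 92 in DT2008, 87 and 94 for DT-C/W-C and 202 and 99 for DT-D/W-D. With no fold threshold they were 3079 and 2096, 5603 and 4918, 4335 and 3651, 4384 and 4335, 4115 and 3605, 4571 and 4877, and 1432 and 1853 in the 7 comparisons in the same order, with shared calls of 1922 and 1144, 2518 and 1518, 1231 and 1561, and 2214 and 2197. That counts are lower in the first and higher in the second follows from the construction, which tests fewer probes or drops a threshold. The balance of directions moved as well: with no fold threshold the share of lower among called probes went from 59% to 46.7% in DT-C/W-C, from 60.8% to 51.6% in DT-D2/W-D2, from 69.7% to 56.4% in DT-D10/W-D10 and from 38.4% to 49.7% in DT-D10/DT-C, and with only probes paired with exactly 1 gene from 60.8% to 51.9% in DT-D2/W-D2 and from 32.6% to 22.1% in W-D2/W-C; the cause was not tested.

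Quantile normalization gave 294 probes more positive in DT2008 at 2 h (190), 490 shared higher calls in W82 (771) and 90 for DT-C/W-C and a dehydration response (212); cyclic loess gave 346 shared higher calls in W82 (771) and 621 in DT2008 (1084); arrayWeights gave 394 and 192 at 2 h (190 and 88) and 156 more positive at 10 h (103); and eBayes with trend and robust gave 117 and 58 at 2 h and 54 and 87 at 10 h (103 and 158). The cause was not tested. Leaving out 1 array at a time, the lower probes of DT-D2/DT-C ranged from 650 (without DT-D2 replicate 2) to 1294 (without DT-D2 replicate 1); the interaction at 2 h from 92 to 512 more positive and from 34 to 303 more negative probes (the same arrays); that at 10 h from 46 to 127 more positive and from 69 to 232 more negative (without DT-D10 replicate 1 and W-D10 replicate 3); and shared lower calls for DT-D/W-D and a dehydration response from 310 to 747 (without DT-D2 replicates 2 and 1); the cause was not tested.

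Cyclic loess turned these changes: in W-D2/W-C Glyma.20G213800 to -0.68, Glyma.16G038000 to -0.10, Glyma.13G222000 to -0.67, Glyma.17G168000 to -0.0509, Glyma.17G073400 to -1.56, Glyma.07G018900 to -0.0809, Glyma.11G020600 to -0.84 and Glyma.18G273100 to -0.15; in W-D10/W-C Glyma.20G213800 to -1.74, Glyma.16G038000 to -0.0812, Glyma.13G222000 to -1.13, Glyma.02G034200 to -0.0845 and Glyma.11G020600 to -1.06; in DT-D2/DT-C Glyma.20G213800 to -1.82, Glyma.16G038000 to -0.95, Glyma.13G222000 to -1.01, Glyma.17G073400 to -1.42, Glyma.02G034200 to -0.45, Glyma.05G113000 to -0.0891, Glyma.11G020600 to -0.85 and Glyma.18G273100 to -0.0292; in DT-D10/DT-C Glyma.20G213800 to -1.48, Glyma.16G038000 to -0.38, Glyma.13G222000 to -0.60, Glyma.04G083000 to -0.0485, Glyma.11G020600 to -0.78 and Glyma.18G273100 to -0.12. Its curve was fitted here for each array along the mean of all 18 arrays. With brightness taken out of the values that mean holds the changes themselves, but the cause was not tested. Quantile normalization turned Glyma.04G212200 in W-D2/W-C to -0.0634; the cause was not tested.

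The replicate numbers do not pair the arrays, as only 3 of 45 same-numbered pairs in different groups correlated above 0.1 (-0.175 to 0.187). With a replicate block all 58 counts stayed within 1.5 times their value, with 172 and 64 probes differing in response at 2 h and 83 and 115 at 10 h, and 413 of 418 named calls were as before.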

Differences from the paper's values

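The paper's numbers of differentially expressed genes refer to 38172 genes and a Student's t-test, and those here to 66195 probes and limma; the thresholds are the same, 2-fold and an adjusted p under 0.05. The alternatives were set before the data were examined.

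W-D2/W-C: the paper's 105 upregulated and 47 downregulated genes stand beside 1212 and 585 probes, and both came within 1.5 times of the paper's by the Student's t-test (150 and 61). DT-D2/DT-C: the paper's 131 and 34 beside 1911 and 785, where the downregulated number came within 1.5 times by the t-test (42) and the upregulated one under no alternative. W-D10/W-C: the paper's 526 and 215 beside 2307 and 1100, and DT-D10/DT-C: the paper's 355 and 199 beside 1820 and 1134; the downregulated numbers came within 1.5 times of the paper's by the t-test (292 and 296) and with only probes paired with exactly 1 gene (232 and 286), and the upregulated ones under no alternative. The other alternatives left every number of these 4 comparisons more than 1.5 times the paper's.

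Cultivar comparisons: the paper's 82 higher and 117 lower genes in DT-C/W-C stand beside 950 and 1367 probes, the paper's 143 and 194 in DT-D2/W-D2 beside 1093 and 1694, the paper's 9 and 26 in DT-D10/W-D10 beside 346 and 797, and the paper's 147 and 207 in DT-D/W-D beside 1219 and 2007. All of these differed under every alternative, the t-test giving 129 and 196, 265 and 312, 24 and 57, and 272 and 339.

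Both treatments together: the paper's 581 upregulated, 241 downregulated and 822 genes in all in W-D/W-C stand beside 2748, 1380 and 4125 probes, of which the downregulated number came within 1.5 times by the t-test (328) and with only probes paired with exactly 1 gene (275), and the total with the latter (1186). The paper's 415, 217 and 632 in DT-D/DT-C stand beside 2647, 1602 and 4245, of which the downregulated number came within 1.5 times by the t-test (316). The others differed under every alternative.

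Shared by 2 h and 10 h: the paper's 50 upregulated and 21 downregulated genes in W82 stand beside 771 and 305 probes, and the paper's 71 and 16 in DT2008 beside 1084 and 317. The downregulated numbers came within 1.5 times by the t-test (25 and 22), and the upregulated ones under no alternative.

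Shared by cultivar and dehydration comparisons, higher or upregulated: for DT-C/W-C the paper's 6 with W-D/W-C, 2 with DT-D/DT-C and 1 with both stand beside 205, 81 and 74, all within 1.5 times by the t-test (8, 3 and 1) and under no other alternative. For DT-D/W-D the paper's 10, 14 and 5 stand beside 427, 515 and 359, and differed under every alternative. Lower or downregulated: for DT-C/W-C the paper's 19, 3 and 3 stand beside 394, 92 and 72, of which the last 2 came within 1.5 times by the t-test (3 and 3) and the first under no alternative. For DT-D/W-D the paper's 7, 3 and 2 stand beside 273, 225 and 95, all within 1.5 times by the t-test (10, 4 and 2) and under no other alternative.

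Transcription factors: the paper's 5 upregulated NAC genes in DT2008 stand beside 11, and the paper's 3 downregulated AP2 genes in W82 beside 5. By the t-test both numbers were the paper's (5 and 3), and under no other alternative did they come within 1.5 times.

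The paper finds that dehydration changed more genes in W82 than in DT2008; here 4125 probes changed in W82 and 4245 in DT2008, and with only probes paired with exactly 1 gene 1186 and 1218, while the t-test gave 1290 and 988, in the paper's order. The paper finds more upregulated genes in DT2008 at 10 h than at 2 h; here they were 1820 and 1911, and by the t-test 582 and 221, in the paper's order. The paper finds fewer downregulated genes at 2 h in DT2008 than in W82; here they were 785 and 585, and by the t-test 42 and 61, in the paper's order.

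Table 1 of the paper gives some comparisons as unchanged in which the gene was called here: Glyma.04G083000 in DT-D2/W-D2 (1.70), Glyma.13G095200 in W-D10/W-C (1.06), Glyma.19G227800 in DT-C/W-C (1.62), Glyma.16G003500 in DT-C/W-C (1.01) and DT-D10/DT-C (1.24), Glyma.02G069400 in DT-D2/W-D2 (-1.68) and DT-D10/W-D10 (-1.84), Glyma.06G050900 in DT-D10/W-D10 (-1.39), Glyma.08G254400 in DT-C/W-C (-1.52) and Glyma.12G202400 in DT-D2/W-D2 (-1.05). The paper's labels rest on a Student's t-test. Each of these calls had an adjusted p above 0.05 under at least 1 alternative, the highest per call lying between 0.0509 and 0.349. The fold changes that the paper prints in Table 1 matched those here. Of the 1539 entries in 10 of the supplementary sheets read in full, 1 sheet for each comparison and direction that has one, where a gene can stand in more than 1 sheet, all were called here in the paper's direction, and 1529 by the t-test.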

Other observations

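The set tests on lists from array symbols, and the lists themselves, were chosen after the data had been seen.

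In lists drawn from the array symbols, NAC, WRKY and isoflavonoid and phenylpropanoid synthesis genes passed the set test at 2 h with the fixed correlation. With an estimated one they did not pass. The bZIP and MYB lists did not pass with the fixed correlation either (camera, adjusted p = 0.305 and 0.741 in W-D2/W-C, 0.53 and 0.907 in DT-D2/DT-C). The bZIP medians lay below 0 there, at -0.169 and -0.115. By fry the bZIP list passed in both (adjusted p = 0.0019 and 0.0213) and the MYB list in neither (0.718 and 0.308). NAC (1.63e-05 and 0.00133) and WRKY genes (0.00364 and 0.000343) also passed by fry, so the set tests disagreed on these lists. The study had picked 6 of the 19 NAC probes and 3 of the 57 WRKY probes of these lists. Of 17 NAC genes 88.2% lay above 0 in W-D2/W-C (camera, adjusted p = 2.62e-06, and 0.0995 with an estimated correlation), and 6 of 19 NAC probes were upregulated there; NAC genes also passed in DT-D2/DT-C (70.6% above 0, adjusted p = 0.00518, and 0.304 with an estimated correlation), W-D10/W-C (64.7%, 0.00645 and 0.31) and DT-C/W-C (76.5%, 0.00242 and 0.276). Of 56 WRKY genes, 66.1% lay above 0 in W-D2/W-C (adjusted p = 2.13e-04, and 0.312 with an estimated correlation) and 71.4% in DT-D2/DT-C (adjusted p = 2.62e-06, and 0.276 with an estimated correlation), with 6 and 12 of 57 probes upregulated. Isoflavonoid and phenylpropanoid synthesis genes had medians of 0.21 in W-D2/W-C (adjusted p = 0.0123, and 0.515 with an estimated correlation) and 0.20 in DT-D2/DT-C (adjusted p = 0.00362, and 0.487 with an estimated correlation), over 24 genes. In DT-D2/DT-C 14 GASA protein genes had a median of -0.37 (14.3% above 0, adjusted p = 0.0455, and 0.431 with an estimated correlation).

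At 10 h the 11 lipoxygenase and allene oxide synthase genes had a median of 0.55 in W-D10/W-C (90.9% above 0, adjusted p = 0.00518, and 0.0995 with an estimated correlation) and 0.61 in DT-D10/DT-C (100% above 0, adjusted p = 8.8e-04, and 0.0981 with an estimated correlation). Glutathione S-transferase genes had a median of 0.34 in W-D10/W-C, with 85% of 20 genes above 0 (adjusted p = 0.0455, and 0.515 with an estimated correlation), and of -0.32 in DT-D10/W-D10, with 20% above 0 (adjusted p = 0.0123, and 0.487 with an estimated correlation). Of 8 small heat shock protein probes, 3 were higher in DT2008 than in W82 at each of the 3 times.

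Of 6 probes for photosynthesis genes, markers of shoot tissue of which the study had picked 5, 2 were upregulated in W-D2/W-C, 3 in DT-D2/DT-C, 3 in W-D10/W-C, where 1 was downregulated, and 2 in DT-D10/DT-C, and 3 were higher in DT-D2/W-D2. Of 13 nodulin probes, markers of nodule tissue, 1 was downregulated in W-D2/W-C and 1 in W-D10/W-C, and the list medians in the 4 dehydration comparisons lay between -0.20 and -0.05.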
